# Effects of Superficial Scratching and Engineered Nanomaterials on Skin Gene Profiles and Microbiota in SKH-1 Mice

**DOI:** 10.3390/ijms242115629

**Published:** 2023-10-26

**Authors:** Kuunsäde Mäenpää, Marit Ilves, Lan Zhao, Harri Alenius, Hanna Sinkko, Piia Karisola

**Keywords:** scratching, wound, mouse model, nanoparticles, metal oxides, RSEQ, inflammation, chemotaxis, microbiota

## Abstract

Scratching damages upper layers of the skin, breaks this first line of immune defence, and leads to inflammation response, which often also modifies the microbiota of the skin. Although the healing of incision wounds is well-described, there are fewer studies on superficial wounds. We used a simulated model of skin scratching to study changes in the host transcriptome, skin microbiota, and their relationship. Additionally, we examined the effect of nanosized ZnO, TiO_2_, and Ag on both intact and damaged skin. At 24 h after exposure, the number of neutrophils was increased, 396 genes were differentially expressed, and microbiota compositions changed between scratched and intact control skin. At 7 d, the skin was still colonised by gut-associated microbes, including *Lachnospiraceae*, present in the cage environment, while the transcriptomic responses decreased. To sum up, the nanomaterial exposures reduced the relative abundance of cutaneous microbes on healthy skin, but the effect of scratching was more significant for the transcriptome than the nanomaterial exposure both at 24 h and 7 d. We conclude that superficial skin scratching induces inflammatory cell accumulation and changes in gene expression especially at 24 h, while the changes in the microbiota last at least 7 days.

## 1. Introduction

The skin is a complex barrier against external environmental factors and is populated by diverse microbial communities [1]. The skin microbiota forms a barrier against colonisation by pathogenic bacteria and regulates cutaneous inflammatory and immune responses [2,3]. Disruptions in the skin–microbe interactions have been linked to skin disorders such as atopic dermatitis [4,5], although the exact mechanisms by which microbes influence disease development remain largely undefined.

Itching is a prevalent symptom in many skin diseases, and the subsequent scratching can significantly alter the skin’s structure and function [6]. Intense scratching damages both the epidermal and dermal layers, weakening the skin’s protective barrier, and triggering production of pro-inflammatory cytokines. Typical pruritic inflammatory skin disorders such as atopic dermatitis and contact dermatitis illustrate the consequences of persistent scratching. It has been convincingly shown that minimizing scratching alleviates the inflammatory response, potentially offering therapeutic benefits [7]. Additionally, such physical disruptions might also modify the skin microbiota, which is essential for maintaining skin health [8]. The role of microbiota in skin repair processes is dependent on the context, as the microbes can promote or even delay skin healing by, e.g., infecting wounds.

In modern applications, engineered nanomaterials (ENMs) are increasingly found in consumer products such as cosmetics, device coatings, and textiles [9]. Nanosized zinc oxide (nZnO) and titanium dioxide (nTiO_2_) are common components of sunscreens and various other cosmetic creams, which are intentionally and repeatedly spread on the skin. Sunscreens usually contain these materials in the size range of 30–150 nm [10,11,12]. Since certain nanomaterials possess antimicrobial properties [13,14,15], there is an interest in using ENMs in everyday and medical contexts against microbial infections. Nanosized silver (nAg) is generally utilised in the size range of 1–10 nm and is used in products such as antibacterial textiles and wound dressings, although in wound dressings, they can vary from 5 nm up to 150 nm [16,17]. Additionally, numerous surfaces, such as keyboards, may be coated with antimicrobial ENMs [11]. Therefore, there are various instances where the skin can be exposed to these ENMs. Although ENMs present distinct advantages, they also introduce potential health concerns, including cytotoxicity and unintended inflammatory responses [12,17,18]. Because of their potential to harm or benefit, it is essential to weigh the advantages of each ENM against its potential drawbacks and to decipher the molecular mechanisms behind their effects, aiming to minimise undesired outcomes.

Most research on skin aberration has utilised animal models with burn injuries [19] or wound incisions [20,21]. However, the effects of superficial scratching remain relatively unexplored. In our current study, we used hairless mice to assess the impact of controlled skin injuries caused by scratching, which mimics phenomena commonly observed in highly pruritic skin diseases. Additionally, we observed the effects of nZnO, nTiO_2_, and nAg on both intact and injured skin. We examined changes in the skin transcriptome and microbiota and their potential interactions. Our results provide new insights into host–microbiota relationships during skin inflammation and the impact of ENMs exposure on the skin microbiota.

## 2. Results

### 2.1. Scratching Recruited Neutrophils and Induced Immune Response Genes

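Gene expression was measured by RNA sequencing of upper back skin from 153 SKH-1 mice, in 18 treatment groups of 8 mice and 1 group of 9 naive mice. The control group received 10 μL of PBS and the scratched group received 10 μL of PBS after 12 strokes with a metal brush, and the skin was collected after 24 h or 7 days. The authors dropped reads shorter than 20 bp, aligned the rest to GRCm39 with STAR 2.7.6a and counted unique molecular identifiers (UMIs) per gene with Drop-seq tools 2.4.1. The deposited table holds these raw UMI counts for 36716 genes in each mouse. The total count per mouse was 948267 to 1697556 (median 1267860) in the 24 h control group and 867915 to 2023202 (median 1252610) in the 24 h scratched group. It was 201053 to 1333463 (median 988164) in the 7 d control group and 999908 to 2264027 (median 1286938) in the 7 d scratched group. The lowest total belonged to 7 d control replicate 3, and the next lowest of that group was 848550. RNA integrity numbers lay between 7.7 and 9.9 over all mice. The libraries were sequenced in 5 pools. Of the 24 h mice, 4 control and 4 scratched mice shared pool 1, while the other control mice were in pool 3 and the other scratched mice in pool 2. The 7 d control mice were in pools 1 and 3 and the 7 d scratched mice in pools 4 and 5, so that pool and scratching cannot be told apart at 7 d. The counts were normalised by the trimmed mean of M-values, and genes with more than 5 counts in at least 6 of the 8 mice of either group were compared with edgeR's quasi-likelihood test. DEGs had a Benjamini–Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 0.33. The paper's own DEGs came from DESeq2. Expression levels are counts scaled to the library size (CPM) as mean ± SD, and gene positions are those of Gencode M39 on GRCm39, a later annotation than the one used for counting. Genes were also grouped into 34 lists of cell type markers and pathways, fixed before the data were examined, and each list was compared with all other genes by limma's camera with a preset correlation between genes of 0.01. Because most list results changed with the correlation estimated from the mice, both adjusted p-values are given. In simulated counts with 67, 67 and 66 genes changed 1.5-, 2- and 4-fold, a 2-fold change was called in 91.0% of the changed genes of the 24 h comparison. It was called in 86.6% of those of the 7 d comparison, and a 1.5-fold change in 41.8% and 40.3%. The adjusted p is stricter where fewer genes change, so these shares do not hold for a comparison with few changed genes.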

To observe the effect of scratching on the skin, the scratched group was compared to the control group. In 24 h, the skin sections in the scratched group were slightly thicker compared to those in the control group (Figure 1A–D). The number of neutrophils was significantly higher, and the number of mast cells was significantly lower, but these differences were no longer observed at 7 days (Figure 1E). Based on deconvolution analysis, the number of monocytes and their differentiated subtype, M1 macrophages, as well as the number of activated mast cells, were elevated in the 24 h scratched group (Figure 1F). 

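Marker genes of monocytes and macrophages were higher in the 24 h scratched group than in the 24 h control group. Ms4a6c, a membrane protein of monocytes and macrophages on chromosome 19 from 11446718 to 11462204, stood at 257 ± 44.6 CPM (SD, n = 8 mice) in scratched skin and 124 ± 16.2 CPM (SD, n = 8) in control skin. This was a log2 fold change of 1.04 (standard error 0.11, adjusted p = 7.15e-05 from edgeR's quasi-likelihood test). Ly6c2, a surface protein of inflammatory monocytes, rose by a log2 fold change of 2.08, and Fcgr1, a high-affinity receptor for IgG, by 1.85. Of the 21 monocyte and macrophage genes tested, 8 rose and 0 fell, or 15 and 0 when adjusted over the list alone (camera adjusted p = 2.21e-13, adjusted p = 0.108 with an estimated correlation). Of 9 M1 macrophage genes, 4 rose and 0 fell, or 6 and 0 over the list alone (camera adjusted p = 5.96e-06, adjusted p = 0.0608 with an estimated correlation). Lists share genes, such as Fcgr1 with the monocyte and macrophage list and Il1b with the neutrophil list, so their results are not independent. Of 10 M2 macrophage genes, 1 rose and 2 fell and the list did not pass the test (camera adjusted p = 0.408), with the scavenger receptor Msr1 going from 22.0 ± 6.18 to 63.3 ± 21.8 CPM and the lectin Mgl2 at -2.01. Of 13 neutrophil genes, 7 rose and 0 fell, or 10 and 0 over the list alone (camera adjusted p = 3.79e-11, adjusted p = 0.108 with an estimated correlation), among them the chemokine receptor Cxcr2 at 1.42 and the neutrophil collagenase Mmp8 at 2.37. Of 14 mast cell genes, 2 rose and 0 fell, and the list did not pass the test (camera adjusted p = 0.314, median log2 fold change -0.03, mean 0.18). Tpsab1, a tryptase of mast cell granules, stood at 186 ± 60.9 CPM (SD, n = 8) in scratched skin and 57.8 ± 28.1 CPM (SD, n = 8) in control skin, and the mast cell genes Fcer1a and Tpsb2 had log2 fold changes of 0.70 and 0.44 that did not pass the test (adjusted p = 0.150 and 0.111 from edgeR). Of 5 T cell genes, 0 were called and 3 were lower over the list alone (median log2 fold change -0.69, camera adjusted p = 0.165). The deconvolution itself was not repeated here, and a marker gene can change in its cells as well as with their number.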

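Among the genes that rose in scratched skin at 24 h were keratin and acute-phase genes, and among those that fell was the suprabasal keratin gene Krt77. Krt6b, a keratin of wound-edge keratinocytes, stood at 1082 ± 651 CPM (SD, n = 8 mice) in the 24 h scratched group and 196 ± 157 CPM (SD, n = 8) in the 24 h control group, a log2 fold change of 2.46 (standard error 0.49, adjusted p = 0.00739 from edgeR's quasi-likelihood test). It lies on chromosome 15 from 101584458 to 101588722 beside its paralog Krt6a, with which it may share reads. The largest rises among genes averaging at least 10 CPM also included Csta3, a cystatin family member at 2.58, Ms4a4c at 2.32 and the acute-phase gene Saa1 at 2.14, families in which near-identical copies may share reads. The largest falls included Krt77, from 1041 ± 397 to 264 ± 126 CPM (log2 fold change -1.99, standard error 0.28, adjusted p = 6.00e-04 from edgeR). They also included the protease inhibitor Serpina3j at -2.21, the metallothionein Mt4 at -2.06 and Skint5, a gene of epidermal keratinocytes, at -1.78. Of the 11872 genes tested, 403 were DEGs, with 224 higher and 179 lower in scratched skin. Of 8 basal keratinocyte genes, 1 rose and 1 fell (camera adjusted p = 0.675), the latter being Krt15, a keratin of hair follicle stem cells, with a log2 fold change of -1.02. Of 19 cornified and suprabasal genes, 2 rose and 1 fell, or 3 and 3 over the list alone (camera adjusted p = 0.228). Of 9 dendritic and Langerhans cell genes, 0 rose and 3 fell, or 6 over the list alone (median log2 fold change -0.51, camera adjusted p = 2.02e-06, adjusted p = 0.170 with an estimated correlation). Of 11 sebocyte genes, 2 fell and 0 rose, or 5 and 1 over the list alone (median -0.38, camera adjusted p = 2.64e-04, adjusted p = 0.191 with an estimated correlation). Markers of hair and muscle lay lower in the scratched group, and the 16 hair keratin genes had a median log2 fold change of -2.12 (0 called, 16 lower over the list alone, camera adjusted p = 4.26e-10, adjusted p = 0.214 with an estimated correlation). The 16 skeletal muscle genes had a median of -1.04 (0 called, 0 over the list alone, camera adjusted p = 1.26e-04, adjusted p = 0.521 with an estimated correlation). The 12 adipocyte genes had a median of -0.41 with 1 called lower (camera adjusted p = 8.07e-04, adjusted p = 0.289 with an estimated correlation). With sequencing pool in the model 403 genes were called, of which 242 were among the first 403, and within pool 1, with 4 mice per group, 273 were called, of which 174 were. Only pool 1 holds mice of both groups, so both settings estimate the difference from the same 4 mice per group. Without 24 h scratched replicate 4 the count was 244.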

When comparing the transcriptomic responses from RNA sequencing in 24 h, 396 differentially expressed genes (DEGs) were identified between the scratched group and the control group (Figure 2A and Figure S1A,B). 

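Chemokines that attract neutrophils and monocytes were among the higher genes of scratched skin at 24 h. Cxcl5, a neutrophil chemokine, stood at 101 ± 34.5 CPM (SD, n = 8 mice) in the 24 h scratched group and 25.6 ± 12.7 CPM (SD, n = 8) in the 24 h control group, a log2 fold change of 1.95 (standard error 0.27, adjusted p = 4.76e-04 from edgeR's quasi-likelihood test). Ccl4, a chemokine for monocytes and other leukocytes, rose by 1.96, while Ccl17, a chemokine for T cells, went from 24.9 ± 10.8 to 6.17 ± 5.24 CPM, a log2 fold change of -2.05. Of 27 chemokine genes, 6 rose and 4 fell, or 8 and 6 when adjusted over the list alone (camera adjusted p = 0.0299, adjusted p = 0.431 with an estimated correlation). Of 25 genes of leukocyte adhesion and diapedesis, 1 rose and 0 fell, or 2 and 0 over the list alone (camera adjusted p = 0.0583). The call was that of Mmp3, a matrix metalloproteinase also on the wound repair list, at 0.77, and it was lost without 24 h control replicate 8 or 24 h scratched replicate 4 (adjusted p = 0.0523 and 0.0605 from edgeR) and with pool in the model (adjusted p = 0.324). Of 15 keratinocyte genes of wounded epidermis, 6 rose and 0 fell, or 7 over the list alone (camera adjusted p = 4.80e-06, adjusted p = 0.188 with an estimated correlation). They included the cornified envelope precursors Sprr1b, from 134 ± 65.3 to 472 ± 198 CPM, and Sprr2d, which may share reads with other Sprr2 genes, at 2.10. Of 16 wound repair genes, 5 rose and 0 fell, or 7 over the list alone (camera adjusted p = 8.54e-05, adjusted p = 0.170 with an estimated correlation), including the matrix protein Tgfbi at 0.66. Of 13 antimicrobial genes, 7 rose and 2 fell, or 8 and 2 over the list alone (camera adjusted p = 6.66e-05, adjusted p = 0.108 with an estimated correlation). The acute-phase gene Saa3, on chromosome 7 from 46361422 to 46365576, went from 486 ± 197 to 1599 ± 451 CPM, and the siderophore-binding gene Lcn2 rose by 1.66. The beta-defensin Defb1 was 154 ± 50.2 CPM in scratched and 85.9 ± 16.0 CPM in control skin (log2 fold change 0.83, standard error 0.17, adjusted p = 0.00862 from edgeR), and Defb6, another beta-defensin, was 1209 ± 319 against 1900.4 ± 353 CPM (-0.67, standard error 0.15, adjusted p = 0.0197). Mpp1, a membrane scaffold protein on chromosome X from 74153339 to 74174711, had a log2 fold change of 0.43 (standard error 0.092, adjusted p = 0.0106 from edgeR). With all groups of the time point in 1 fit the adjusted p of Defb6 was 0.0894, and within pool 1 that of Mpp1 was 0.108. The pathway tool itself was not used here, and these lists are not its gene sets.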

Qiagen IPA pathway analysis of DEGs revealed several pathways related to immune response, such as adhesion and diapedesis of granulocytes and agranulocytes, macrophage activation signalling, and wound healing (Figure 2B). 

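At 7 d, mean levels of Cebpb and of genes for subunits of respiratory complex I were lower in scratched than in control skin, but no single gene passed the test. Cebpb, a transcription factor of inflammation and differentiation on chromosome 2 from 167530835 to 167532338, stood at 198 ± 59.5 CPM (SD, n = 8 mice) in the 7 d scratched group and 320.0 ± 93.3 CPM (SD, n = 8) in the 7 d control group, a log2 fold change of -0.72 (standard error 0.18, adjusted p = 0.213 from edgeR's quasi-likelihood test). Single mice ranged from 127 to 309 CPM after scratching and from 202 to 462 CPM in the control group. Rab5if, which encodes a factor interacting with the GTPase RAB5 on chromosome 2 from 156704945 to 156715483, was 256 ± 21.7 against 324 ± 36.1 CPM (log2 fold change -0.37, standard error 0.079, adjusted p = 0.176 from edgeR), and 6 of 8 control mice lay above every scratched mouse. The complex I subunit genes Ndufb5, Ndufb8 and Ndufb9, on chromosomes 3, 19 and 15, had log2 fold changes of -0.45, -0.34 and -0.37 (standard errors 0.12, 0.10 and 0.10, adjusted p = 0.216, 0.237 and 0.221 from edgeR). Of 36 complex I genes, 3 had a positive and 33 a negative log2 fold change with a median of -0.22, and 0 were called, or 5 as lower when adjusted over the list alone (camera adjusted p = 9.43e-14, adjusted p = 0.411 with an estimated correlation). The 35 genes of the other respiratory complexes had a median of -0.19 with 0 called (camera adjusted p = 2.96e-09, adjusted p = 0.455 with an estimated correlation). Markers of other tissues went both ways, with a median of -0.60 over 16 skeletal muscle genes (camera adjusted p = 0.00302, adjusted p = 0.595 with an estimated correlation) and -0.37 over 11 sebocyte genes (camera adjusted p = 0.00247, adjusted p = 0.455 with an estimated correlation). The median was -0.64 over 3 erythroid genes (camera adjusted p = 0.00247, adjusted p = 0.455 with an estimated correlation) and 1.03 over 7 hair keratin genes, all 7 positive (camera adjusted p = 0.0862). Of 11800 genes tested, 0 were DEGs by edgeR while 1302 had an unadjusted p under 0.05, and DESeq2 called 56, with 2 higher and 54 lower. DESeq2 called Cebpb, Rab5if and the 3 Ndufb genes, at adjusted p between 0.00329 and 0.0154. Without 7 d scratched replicate 2 edgeR called 1 gene and without replicate 7 it called 2. Mitochondrial transcripts made up 1.16 ± 0.175% of the counts in scratched and 1.54 ± 0.483% in control mice (SD, n = 8), with 2.60% in 7 d control replicate 3. Every mean above sets mice of pools 4 and 5 against mice of pools 1 and 3, so a difference between pools and one from scratching cannot be told apart. A high control group stays open as well. Intact nTiO_2_ mice of pools 2 and 3 had log2 fold changes against it of -0.50, -0.30, -0.20, -0.32 and -0.11 for Cebpb, Ndufb5, Ndufb8, Ndufb9 and Rab5if, none of them called.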

After 7 days, there were only five DEGs (Cebpb, Ndufb5, Ndufb8, Ndufb9, and Rab5if) between the scratched and control groups, and they enriched to pathways on oxidative phosphorylation, granzyme A, sirtuin, and neutrophil extracellular trap-signalling pathways (Figure 2C,D and Figure S1B). The genes which were identified with PLS-DA as the most important between the groups enriched to biological processes such as intermediate filament organisation, supramolecular fibre organisation and epithelium development at both 24 h and 7 d timepoints (Figure S1C–F).

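Keratin genes made up 7 of the 30 leading genes of the PLS-DA at 24 h and 7 of the 30 at 7 d. At 24 h these were the wound keratins Krt6a, Krt6b and Krt16, the basal keratin Krt14, the suprabasal keratins Krt10 and Krt77, and Krtap8-1, a keratin-associated protein of hair. At 7 d they were Krt5, Krt6a, Krt10, Krt14, Krt16, Krt17 and Krt79, and 4 keratin genes were in both sets. Against 55 keratin genes among the 11872 tested at 24 h and 29 among 11800 at 7 d, both shares were higher than among the other genes (one-sided Fisher's exact test, p = 5.78e-11 at 24 h and 4.85e-13 at 7 d). The 3 leading genes were Cstdc5, Saa3 and Stfa3 at 24 h and Mylpf, Cstdc5 and Asprv1 at 7 d, where Cstdc5 and Stfa3 belong to cystatin families with near-identical copies and Mylpf is a myosin light chain of skeletal muscle. Of the 30 genes at 24 h, 15 were also DEGs by edgeR, whereas at 7 d 0 were. The analysis followed the quantile normalisation and mean-centring of the paper without a log scale, so that abundant genes weigh most, and the median of the 30 genes lay at the percentile 99.1 of mean expression at 24 h and 99.5 at 7 d. Scaled to unit variance per gene, the 30 genes held 1 keratin at 24 h and 0 at 7 d, and on a log2 scale 18 and 1. With CPM in place of quantile normalisation, which keeps the weight of abundant genes, they held 6 at 24 h and 0 at 7 d (one-sided Fisher's exact test, p = 4.07e-09 and 1), and 28 and 10 of the 30 genes stayed the same. Of the 30 genes with the highest SD, 20 were also among the 30 at 24 h and 18 at 7 d.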

In addition to the effect of scratching, we studied the impact of nanosized zinc oxide (nZnO), silver (nAg), and titanium dioxide (nTiO_2_) exposure on intact and scratched skin (Figure S2). 

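The nanomaterial groups of this experiment each held 8 mice per time point, which received 500 μg of nanomaterial in 10 μL on the upper back, on intact skin or on skin just scratched. At 24 h on intact skin, the total count per mouse was 638895 to 2685426 (median 1361426) with nTiO_2_, 782433 to 2057901 (median 1264150) with nZnO and 888863 to 1336332 (median 990410) with nAg. At 7 d on intact skin, it was 813131 to 1498396 (median 1210870), 813175 to 2071225 (median 1051340) and 896898 to 2826423 (median 1237420) in the same order. On scratched skin, it was 634503 to 1523773 (median 1235160), 933153 to 1638205 (median 1202290) and 898367 to 2063971 (median 1345180) at 24 h, and 809593 to 4028559 (median 1466220), 993880 to 2837756 (median 1227035) and 1007033 to 1677852 (median 1246550) at 7 d. The intact groups were compared with the control group of the time point and the scratched groups with the scratched group, with the same filter and threshold for DEGs as above. The 24 h groups were spread over pools 1 to 3, each in a pair of pools. At 7 d the nTiO_2_ mice were in pools 2 and 3, and the nZnO and nAg mice were in pools 4 and 5, apart from the control mice in pools 1 and 3. All 7 d scratched groups were in pools 4 and 5. In simulated counts with as many changed genes as above, a 2-fold change was called in 77.6% of the changed genes for nZnO at 7 d and 79.1% for nAg. These shares do not hold where few genes change.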

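On intact skin at 7 d, nZnO and nAg each went with a small number of DEGs. With nZnO, Cebpb, a transcription factor of inflammation and differentiation, stood at 155 ± 19.0 CPM (SD, n = 8 mice) in the 7 d nZnO group and 314 ± 92.0 CPM (SD, n = 8) in the 7 d control group, a log2 fold change of -1.04 (standard error 0.15, adjusted p = 0.00604 from edgeR's quasi-likelihood test), and every control mouse lay above every nZnO mouse. Sdc4, a heparan sulfate proteoglycan of the cell surface, rose by a log2 fold change of 0.72 with all 8 nZnO mice above every control mouse, and Ado, a thiol dioxygenase, rose by 0.85. Lrrc8a, a subunit of the volume-regulated anion channel, rose by 1.09 and Dcun1d5, a neddylation factor, went from 215 ± 22.4 to 149.7 ± 19.6 CPM (-0.54). In all, 3 genes rose and 2 fell with nZnO by edgeR, while DESeq2 called 18. Leaving out single mice gave 3 genes without 7 d control replicate 6, 8 without 7 d nZnO replicate 2 or replicate 3, and 16 without replicate 7. Replicate 7 is given as scratched in 1 place of the deposited sample information and as intact nZnO skin in the others. Lrrc8a was lost without 7 d control replicate 2 or 6 and Dcun1d5 without 7 d control replicate 5, 6 or 7. Of 7 genes of vitamin C transport, 0 were called, also over the list alone, and all had negative log2 fold changes (median -0.12, camera adjusted p = 0.0877), and of 26 lysosomal genes of the CLEAR network 0 were called (camera adjusted p = 0.184). Of 14 genes of the metal and oxidative response, including metallothioneins, 0 were called (median 0.03, camera adjusted p = 0.748). With nAg, the hair keratin-associated genes Krtap16-3, Krtap6-3 and Krtap3-1 rose by 4.93, 3.48 and 2.71, families whose copies may share reads, and Wfdc18, a secreted protease inhibitor, rose by 1.55. Ccl12, a monocyte chemokine, went from 52.5 ± 19.8 to 23.4 ± 7.96 CPM (SD, n = 8, log2 fold change -1.19, standard error 0.22, adjusted p = 0.0455 from edgeR), and the chemokine Ccl9 and the macrophage gene Mpeg1 had log2 fold changes of -0.72 and -0.50. In all, 6 genes rose and 4 fell with nAg by edgeR, at adjusted p between 0.0455 and 0.0459, while DESeq2 called 83. Without 7 d control replicates 2, 5, 6, 7 or 8 or 7 d nAg replicates 1, 3 or 5, each left out alone, the count was 0, without nAg replicates 4 or 6 it was 1 and without nAg replicate 8 it was 2. It was 18 without 7 d control replicate 1, 17 without replicate 3, 57 without 7 d nAg replicate 2 and 122 without replicate 7. Monocyte and macrophage genes with nAg had a median of -0.38 over 21 genes with 1 called, or 11 lower over the list alone (camera adjusted p = 2.06e-12, adjusted p = 0.167 with an estimated correlation), and hair keratin genes 2.05 over 17 with 0 called, or 17 higher over the list alone (camera adjusted p = 3.40e-15, adjusted p = 0.167 with an estimated correlation). The same lists with nZnO had medians of -0.30 over 21 genes (0 called, 3 lower over the list alone, camera adjusted p = 4.57e-11, adjusted p = 0.502 with an estimated correlation) and 1.89 over 14 (0 called, 12 higher over the list alone, camera adjusted p = 6.70e-07, adjusted p = 0.636 with an estimated correlation). Neither is thus particular to nAg. Only 4 hair keratins passed the count filter in 7 d control or naive mice, so most entered through the nanomaterial group. The 7 genes of vitamin C transport had a median of -0.27 with nAg (0 called, 2 lower over the list alone, camera adjusted p = 0.00388, adjusted p = 0.152 with an estimated correlation). Both comparisons set pools 4 and 5 against pools 1 and 3, so material and pool cannot be told apart. Against the same control group Cebpb also had -0.50 with nTiO_2_ and -0.72 after scratching, neither called, so a high control group stays open. With every mouse in 1 fit with group and pool, a setting chosen after seeing the data, edgeR called 0 genes with either material. That fit joins pools 1 to 3 with pools 4 and 5 through 1 mouse alone, naive replicate 9 in pool 5. Neither its count nor its fold changes can therefore decide between material and pool. With nZnO the log2 fold change was then -0.80 for Cebpb, 0.44 for Sdc4, 0.38 for Ado, 0.14 for Lrrc8a and 0.11 for Dcun1d5, and with nAg it was 9.85, 7.77 and 4.52 for Krtap16-3, Krtap6-3 and Krtap3-1, 2.80 for Wfdc18, -0.68 for Ccl12, -0.56 for Ccl9, -0.65 for Mpeg1 and 0.17 for Dcun1d5.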

On day 7, there were 17 DEGs between nZnO and the control group, enriching pathways such as vitamin C transport and CLEAR signalling, and 10 DEGs between nAg and the control group, associated with cell signalling and biosynthesis pathways (Figure S3).

### 2.2. Skin Scratching Altered the Skin Microbial Community in 24 h

Microbial changes induced by scratching were observed on the community level using dbRDA analysis and regarding individual amplicon sequence variants (ASV) using generalised linear mixed model analysis. The microbial communities were significantly different between the scratched group and control group at 24 h timepoint (*p* = 0.001, Figure 3A). In addition, distinct ASV abundances were observed between the groups. ASV6 representing *Mammaliicoccus lentus* (previous name *Staphylococcus lentus*), typical on animal skin, along with two ASVs representing *Staphylococcus*, had a lower abundance in the scratched than in the control group (Figure 3B). Conversely, ASVs associated with the gut, such as *Enterococcus*, had a higher abundance in the scratched group.

The microbial communities did not differ statistically between the scratched group and control group at the 7 d timepoint (Figure 3C). However, individual ASVs had differing abundances, with many gut-associated taxa, such as *Lachnospiraceae* and *Muribaculaceae*, being more abundant in the scratched group when compared to the control group (Figure 3D).

### 2.3. Bacterial Responses to Nanomaterials Were Different on Intact and Scratched Skin

The microbial community in each nanomaterial treatment group was significantly different from the control group at 24 h timepoint (Figure 4A). At the 7 d timepoint, the difference in the microbiota was significant between the control group and nAg and nZnO groups but no longer for nTiO_2_ group (Figure 4B). Compared to the control group, the change of ASV abundances after nanomaterial treatment was dependent on the nanomaterial and timepoint (Figure 4C). Notably, at the 24 h timepoint, ASV6 *Mammaliicoccus lentus* was less abundant in the nAg group (*p* < 0.001) and nZnO group (*p* < 0.05) but not in the nTiO_2_ group. At the 7 d timepoint, two *Lachnospiraceae* ASVs were more abundant in the nAg group (*p* < 0.001), and ASV28 *Enterococcus* was more abundant in the nZnO group (*p* < 0.001), when compared to control group.

In contrast to the changes in the microbiota observed between the nanomaterial treatment groups on intact skin, no differences in microbial communities were found between the nanomaterial and control group on scratched skin at 24 h timepoint (Figure 5A). However, the differences in microbiota emerged at the 7 d timepoint for nZnO and nTiO_2_ groups compared to the control group (Figure 5B). The most distinct variation in ASV abundances were observed at the 7 d timepoint, with two *Lachnospiraceae* ASVs having a lower abundance in all nanomaterial groups (*p* < 0.01, Figure 5C). In addition, some mice in the nTiO_2_ and nZnO groups, but not in the nAg group, had a higher abundance of *ASV6 Mammaliicoccus lentus* on their skin compared to the control group (*p* < 0.001).

### 2.4. Skin-Associated Taxa Correlated Negatively with Immune Response Induced by Scratching

The relationship between gene expression in mouse skin and skin bacteria was further explored by performing a Spearman correlation analysis between DEGs and ASV abundances. The 396 DEGs between the scratched versus control groups were correlated with ASV abundances in these groups at 24 h timepoint. The clustering analysis of correlations grouped the ASVs into four clusters (Figure 6A). Cluster 1 consisted of multiple positive correlations between DEGs and three ASVs, namely, ASV6 *Mammaliicoccus lentus*, ASV9 *Staphylococcus*, and ASV22 *Staphylococcus.* Cluster 2 consisted of some positive correlations between these ASVs and the DEGs, cluster 3 consisted of multiple negative correlations of the three ASVs to the DEGs, and cluster 4 consisted of some negative correlations between these ASVs and DEGs. In contrast, ASV11 *Enterobacter* correlated positively with the DEGs when *M. lentus* and *Staphylococcus* ASVs correlated negatively in these clusters, and vice versa.

The clusters which had multiple positive or negative correlations between DEGs and ASVs, i.e., clusters 1 and 3, were analysed in Qiagen IPA and Enrichr to identify which molecules are involved in the regulation of these genes, upstream regulators, and what their biological processes are, respectively. In cluster 1, as in the cluster which included multiple positive correlations to *M. lentus* and *Staphylococcus* ASVs, upstream regulators such as SMAD3 and CEBPA and TNF were identified, and biological processes enriched to actin filament capping (Figure 6B). In cluster 3, i.e., the cluster with multiple negative correlations to *M. lentus* and *Staphylococcus* ASVs and upstream regulators such as immunoglobulin, IL10, and IFNG were identified, along with biological processes enriched to antimicrobial humoral response and chemokine signalling (Figure 6C). Further correlations were identified between ASVs and individual genes, namely, Defb6 from cluster 1, Mpp1, and Defb1 from cluster 3. ASV6 *Mammaliicoccus lentus* and ASV9 *Staphylococcus* correlated positively with the Defb6 gene and negatively with Mpp1 and Defb1 genes, while ASV11 *Enterobacter* correlated negatively with the Defb6 gene and positively with Mpp1 and Defb1 genes (Figure 6D).

## 3. Discussion

Superficial scratching is a key characteristic of pruritic skin conditions such as atopic dermatitis and may also occur in other instances such as skin irritation. However, its impact remains largely underexplored, especially concerning inflammatory profiles and cutaneous microbial communities. To address this gap, our current study used hairless mice to examine the effects of controlled skin injuries induced by scratching, thereby offering a closer approximation to skin conditions characterised by intense itching. Our study serves as a starting point, allowing future experiments to study these phenomena with skin disease models, whose gene expression and microbiota differ from models without disease. In addition to superficial scratching, we applied common nanomaterials—TiO_2_, ZnO, and Ag—to either intact or aberrated skin and assessed their effects on gene expression and the skin’s microbiota barrier.

The most dramatic changes in the scratched skin occurred at 24 h, both on the cellular and transcriptomic level. 

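The effect of scratching differed between 24 h and 7 d for single genes when the difference itself was tested, and the gene lists were not tested on it. For Ly6c2, a surface protein of inflammatory monocytes, the log2 fold change at 24 h exceeded that at 7 d by 2.82 (standard error 0.47, adjusted p = 0.00264 from edgeR's interaction term, 8 mice in each of 4 groups). The difference was 1.95 for the neutrophil chemokine Cxcl5, 1.91 for the chemokine Ccl4 and 2.29 for the lubricating glycoprotein Prg4 (standard errors 0.38, 0.35 and 0.33). It was 1.78 for the antimicrobial gene Lcn2 and 1.91 for the acute-phase gene Saa3. The difference was negative for the suprabasal keratin Krt77 (-1.77), for Skint5, a gene of epidermal keratinocytes (-1.73), and for Krt15, a keratin of hair follicle stem cells (-1.24). In all, 48 genes differed between the effects at 24 h and 7 d, with 33 higher and 15 lower at 24 h relative to 7 d, and DESeq2 called 153. For Rab5if and Defb1 the differences of 0.50 and 0.76 did not pass the test (adjusted p = 0.0567 and 0.136 from edgeR). The effect at 7 d within this difference is confounded with sequencing pool.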

The number of neutrophils increased, and the number of mast cells decreased. With the help of deconvolution method, we showed that the numbers of monocytes, M1 macrophages, and activated mast cells were increased. An elevated number of recruited neutrophils and monocytes, which are differentiated in the tissue to inflammatory-type M1 macrophages, are typical for the inflammation stage of wound healing [22,23]. Inflammation induced degranulation of mast cells might explain the decreased number of mast cells at 24 h [24]. These results align with the enriched (a)granulocyte migration found in our pathway analyses of DEGs along with other immune response processes such as wound healing and downregulated IL-10 signalling. 

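In the 24 h scratched group, Ccr1, a receptor for inflammatory chemokines, stood at 63.7 ± 23.9 CPM (SD, n = 8 mice) in scratched skin and 26.0 ± 11.2 CPM (SD, n = 8) in control skin, a log2 fold change of 1.25 (standard error 0.28, adjusted p = 0.0162 from edgeR's quasi-likelihood test). Il1r2, a decoy receptor for interleukin 1, had a log2 fold change of -0.79, the interleukin 4 receptor Il4ra 0.37 and the heme oxygenase Hmox1 0.40, all short of the threshold (adjusted p = 0.0527, 0.155 and 0.272 from edgeR). Of 16 genes of IL-10 signalling, 2 rose and 0 fell, or 2 and 1 when adjusted over the list alone, with a median log2 fold change of 0.21 (camera adjusted p = 0.00578, adjusted p = 0.170 with an estimated correlation). The call beside Ccr1 was that of the cytokine gene Il1b, which was lost without 24 h scratched replicate 1 (adjusted p = 0.0542 from edgeR). Il1b is also on the neutrophil and M1 macrophage lists. Il10 itself was too low to test, with 149 UMIs over all mice and at most 6 in a mouse, and its change was not detectable at this depth. The list does not weigh the direction expected of each gene, so it does not give the activity of the pathway.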

Other notable pathways at 24 h include aryl hydrocarbon and glucocorticoid receptor signalling, which are also shown to be important for skin regeneration and wound healing [25,26,27,28,29]. These results clearly indicate that scratching induces strong skin inflammation and cellular infiltration in 24 h.

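Of 7 genes of the aryl hydrocarbon receptor response, 1 rose and 1 fell at 24 h, or 2 and 1 when adjusted over the list alone (camera adjusted p = 0.400). Cyp1b1, a cytochrome P450 induced by the receptor, stood at 94.6 ± 18.9 CPM (SD, n = 8 mice) in scratched skin and 52.6 ± 15.0 CPM (SD, n = 8) in control skin, a log2 fold change of 0.84 (standard error 0.16, adjusted p = 0.00655 from edgeR's quasi-likelihood test). Cyp1a1, another induced cytochrome P450, had a log2 fold change of 0.88 and Tiparp, which encodes a repressor of the receptor, 0.30 (adjusted p = 0.0905 and 0.172 from edgeR). The fall was that of the receptor gene Ahr, which was lost without any of 24 h control replicates 1, 2, 4, 7 or 8 or 24 h scratched replicates 1 to 6. Of 16 genes of the glucocorticoid response, 0 were called at 24 h, also over the list alone (median log2 fold change 0.05, camera adjusted p = 0.479). Among its members, the clock gene Per1 had a log2 fold change of 0.96, the growth regulator Ddit4 0.39 and the metabolic kinase Pdk4 -1.06 (adjusted p = 0.0774, 0.125 and 0.153 from edgeR). Their standard errors were 0.29, 0.14 and 0.39.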

In a week, the early infiltrated cells disappeared, and many other signs of inflammation were also resolved. 

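At 7 d, marker genes of infiltrating cells did not differ between scratched and control skin by edgeR. Il1b had a log2 fold change of -0.27 (standard error 0.17, adjusted p = 0.596 from edgeR's quasi-likelihood test, 8 mice per group) and the monocyte gene Ly6c2 -0.74 (standard error 0.33, adjusted p = 0.416). Lyz2, the lysozyme of macrophages and neutrophils, stood at 2772 ± 409 CPM in scratched and 3735 ± 607 CPM in control skin (SD, n = 8, log2 fold change -0.46, adjusted p = 0.229 from edgeR). Of 21 monocyte and macrophage genes, 9 neutrophil genes and 9 M1 macrophage genes, 0 were called, with medians of -0.03, -0.34 and 0.03 (camera adjusted p = 0.130, 0.0820 and 0.561). The 26 chemokine genes and 14 mast cell genes had medians of -0.02 and -0.08 with 0 called (camera adjusted p = 0.158 and 0.561). Keratinocyte genes of wounded epidermis had a median of 0.31 with 0 called (camera adjusted p = 0.00746, adjusted p = 0.595 with an estimated correlation), including Sprr1b at 0.38 (adjusted p = 0.517 from edgeR). The matrix gene Tnc, induced in wounds, had a log2 fold change of 0.52 (standard error 0.12, adjusted p = 0.194 from edgeR). The counts over all genes at an unadjusted p under 0.05 and by DESeq2 are those given above for the 7 d comparison. From the neutrophil and monocyte numbers and the enriched migration and immune pathways, the paper concludes that scratching brings strong inflammation and infiltration of cells within 24 h.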

At the 7 d timepoint, only five DEGs were identified between scratched and intact skin. 

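Of 16 genes of the glucocorticoid response, 0 were called at 7 d by edgeR, or 1 as higher and 2 as lower when adjusted over the list alone (median log2 fold change 0.02, camera adjusted p = 0.801). Pdk4, a kinase that limits glucose oxidation, had a log2 fold change of -1.57 (standard error 0.53, adjusted p = 0.289 from edgeR's quasi-likelihood test, 8 mice per group). Ddit4, a stress-induced inhibitor of growth signalling, had 0.64 and Per1 0.71 (adjusted p = 0.289 and 0.367 from edgeR). Cebpb is also a member of this list. Among the genes of oxidative phosphorylation outside complex I, Cox7b, a subunit of cytochrome c oxidase, had -0.35 and Atp5c1, a subunit of ATP synthase, -0.33 (standard errors 0.12 and 0.092, adjusted p = 0.299 and 0.229 from edgeR). Scratched and control mice of this time point came from different sequencing pools.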

The glucocorticoid receptor pathway was still enriched, along with energy metabolism pathways such as oxidative phosphorylation and sirtuin signalling pathways. Immune response pathways were still enriched, such as granzyme A and neutrophil extracellular trap signalling. The role of neutrophil extracellular trap related to healing of the injured skin is still unclear, as some studies conclude it enhances wound healing and some conclude it delays the process [30]. We additionally used the partial least squares-discriminant analysis (PLS-DA) to predict the most discriminative genes between scratched skins and control skins. Although there were some differences in individual genes between the 24 h and 7 d timepoints, the intermediate filament organisation and supramolecular fibre organisation were the most importantly varied processes. These processes were enriched by multiple keratin (Krt) genes, and they can either accelerate or slow down skin healing processes depending on the keratin type [31]. Altogether, these pathways at 7 d suggest an overlap of both inflammatory and proliferative stages in the healing of injured skin.

We also studied whether exposure to nanomaterials have any effect on the gene expression in the skin or its microbiota barrier. 

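On intact skin at 24 h, nTiO_2_, nZnO and nAg gave 0 DEGs by edgeR, while 791, 661 and 842 genes had an unadjusted p under 0.05 and DESeq2 called 0, 0 and 21. The antimicrobial lectin Reg3g had a log2 fold change of 1.07 with nTiO_2_, 1.62 with nZnO and 1.72 with nAg, where 7 of 8 nAg mice lay above every control mouse (adjusted p = 0.707, 0.346 and 0.0915 from edgeR, 8 mice per group). Cebpb had 0.48 with nTiO_2_ (adjusted p = 0.707 from edgeR). The genes that DESeq2 called with nAg included Reg3g and hair keratin-associated genes such as Krtap8-1 and Krtap11-1, with 7 higher and 14 lower. Of 14 genes of the metal and oxidative response, 0 were called with any material, with medians of -0.09, 0.02 and 0.06 in the same order (camera adjusted p = 0.221, 0.755 and 0.627). Monocyte and macrophage genes had medians of 0.33 with nTiO_2_ (0 called, 6 higher over the list alone, camera adjusted p = 2.67e-10, adjusted p = 0.516 with an estimated correlation), 0.12 with nZnO (0 called, camera adjusted p = 0.366) and 0.32 with nAg (0 called, camera adjusted p = 1.86e-11, adjusted p = 0.239 with an estimated correlation). Hair keratin genes had medians of -1.07, -2.70 and -1.80 with nTiO_2_, nZnO and nAg (camera adjusted p = 1.32e-06, 4.34e-20 and 1.25e-13, adjusted p = 0.516, 0.602 and 0.239 with an estimated correlation). Skeletal muscle genes had medians of -1.37, -1.02 and -1.68 (camera adjusted p = 7.82e-11, 7.34e-05 and 1.32e-12, adjusted p = 0.516, 0.932 and 0.239 with an estimated correlation). With nAg 0 of 16 muscle genes were called, or 16 as lower and 0 as higher over the list alone. The 3 comparisons share 1 control group, and against naive mice that group had medians of -0.23 for monocyte and macrophage genes (0 called, camera adjusted p = 2.87e-07, adjusted p = 0.351 with an estimated correlation) and 3.97 for hair keratin genes (16 of 16 risen, camera adjusted p = 9.96e-35, adjusted p = 0.0499 with an estimated correlation). The medians of both lists are therefore not shown to be effects of the materials. Only 4 hair keratins passed the count filter in naive or 7 d control mice. Most of the 16 thus entered only through the 24 h control group, which favours a uniform rise. Skeletal muscle genes had 0.17 in that group against naive mice (0 called, camera adjusted p = 0.0333, adjusted p = 0.856 with an estimated correlation). Their medians with the materials rest on the same control group. With no filter on low counts, 62 genes were called with nZnO and 13 with nAg. In simulated counts of these comparisons, with as many changed genes as above, a 2-fold change was called in 80.6%, 85.1% and 89.6% of the changed genes. Such shares do not apply to a comparison in which few genes change.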

None of the particles induced any transcriptomic changes on the uninjured skin 24 h after the exposure. However, topical application of nZnO and nAg yielded minor numbers of DEGs in the skin transcriptome when compared to the control group at 7 d timepoint. The 10 DEGs after nAg treatment enriched to biosynthesis and cell cycle pathways. The enrichment of pathways related to vitamin C transport, CLEAR signalling, and senescence in the nZnO group suggests the involvement of cellular defence mechanisms, each with distinct roles: Vitamin C is an important antioxidant in the skin [32], CLEAR signalling is related to cellular clearance [33], and senescence is synonymous with aging. It is likely that these effects of nZnO or nAg on gene expression were indirect. There are hardly any studies exploring the effects of nTiO_2_ and nZnO on the skin transcriptome in vivo [34]. However, even repeated exposures over a long period of time have shown that the nZnO particles do not reach deeper layers of the skin [35,36], and only released ions from nAg can travel through the skin to the blood [37,38]. We additionally exposed the scratched skin to nanomaterials, but no genes were differentially expressed. This suggests that the effect of scratching had a more profound impact on transcriptomic responses compared to our administered dose of nanomaterials. 

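On scratched skin, 1 gene was a DEG by edgeR over the 6 comparisons, Dbp, a transcription factor under control of the circadian clock, with nAg at 7 d. It stood at 56.5 ± 19.1 CPM (SD, n = 8 mice) in the scratched nAg group and 20.2 ± 8.30 CPM (SD, n = 8) in the scratched group, a log2 fold change of 1.47 (standard error 0.24, adjusted p = 0.0492 from edgeR's quasi-likelihood test). With nTiO_2_ and nZnO at 7 d the log2 fold change of Dbp was 1.32 and 1.41 (adjusted p = 0.181 and 0.112 from edgeR), and that of the clock gene Per3 was 1.09 with nTiO_2_, 1.18 with nZnO and 1.09 with nAg. Arntl, which encodes the clock activator BMAL1, went from 35.6 ± 9.00 to 18.3 ± 6.84 CPM with nZnO and had log2 fold changes of -0.75 with nTiO_2_ and -0.91 with nAg (adjusted p = 0.112, 0.488 and 0.485 from edgeR). Of 13 circadian clock genes with nAg at 7 d, 1 rose and 0 fell, or 8 and 1 when adjusted over the list alone (camera adjusted p = 2.07e-08, and adjusted p = 0.0218 with an estimated correlation). By edgeR 0 genes were called with the other materials at 7 d and with all 3 at 24 h. At 24 h, 331 genes with nTiO_2_, 483 with nZnO and 360 with nAg had an unadjusted p under 0.05 and DESeq2 called 0, 0 and 1, and at 7 d these numbers were 743, 771 and 641, with 4, 6 and 4 called by DESeq2. Of 14 genes of the metal and oxidative response, 0 were called in any of these groups, with camera adjusted p between 0.548 and 0.997. The 5 T cell genes with nZnO at 24 h had a median of -0.80 with 0 called, or 1 lower over the list alone (camera adjusted p = 2.69e-04, adjusted p = 0.178 with an estimated correlation). Antimicrobial genes with nAg at 7 d had a median of 0.55 over 14 genes with 0 called, or 4 higher and 1 lower over the list alone (camera adjusted p = 6.08e-05, adjusted p = 0.247 with an estimated correlation). With sequencing pool in the model, 509 genes were called with nZnO at 24 h and 1 with nTiO_2_ at 7 d. The effect of nZnO was then estimated only from pool 2, the 1 pool with mice of both groups, 4 of each. The 7 d groups of these comparisons shared pools 4 and 5. The 3 comparisons at 7 d share the same 8 scratched mice, so their similar values for Dbp, Per3 and Arntl are not repeats of each other, and clock genes also vary with the hour of collection, which is not given. From the absence of DEGs with nanomaterials on scratched skin, the paper proposes that scratching had a stronger effect on the transcriptome than the administered dose.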

Overall, these findings suggest that the effect of a single dose of nTiO_2_, nZnO, and nAg is minor on intact skin.

Even though the transcriptome changes were not significant on unbroken skin, microbial changes were evident. All nanomaterials altered the microbial community at 24 h, and the effect on individual microbial taxa depended on the nanomaterial. Most importantly, *Mammaliicoccus lentus* (ASV6) which was first isolated from animal skin [39,40], had a lower abundance after nAg and nZnO treatments. The impact of nTiO_2_ treatment on *M. lentus* was not significant. However, nTiO_2_ treatment lowered the abundance of *Staphylococcus* (ASV9 and ASV22), a commonly found microbial genus in skin [3,41]. At the 7 d timepoint, nAg and nZnO induced changes in microbial community compositions. Regarding individual taxa, nAg treatment resulted in a higher abundance of the family *Lachnospiraceae* (ASV101 and ASV116), which are commonly found in the mouse gut [42,43,44]. Additionally, nZnO exposure resulted in a higher abundance of *Enterococcus* (ASV28), also a gut-associated taxon. The nanomaterials utilised in our study are known to possess antimicrobial properties [14,15,45], likely contributing to the observed decrease native skin taxa. This created an opportunity for gut-derived taxa to colonise the skin. These bacteria were most likely transferred from the cage environment on to the skin, a phenomenon previously observed in our study [46]. We cannot exclude the possibility that bacteria from the cage environment were transferred to the skin as dead cells, as DNA-based sequencing cannot distinguish between different physiological statuses. Taken together, the antimicrobial properties of nanomaterials have the potential to reduce the relative abundance of native cutaneous microbes.

When it comes to the microbial changes in the scratched skin via nanomaterial exposure, it seemed that scratching was more significant than nanomaterial exposure, as there were no differences in the microbial communities at 24 h. The reliability of comparing microbial communities between the control group and the scratched nTiO_2_ group at the 24 h may be somewhat limited. This limitation arises from manufacturing-based contamination in our DNA extraction kit, which led to many samples failing our quality criteria for good-quality sequence analysis. However, this issue was successfully addressed by subjecting these samples to the careful decontamination process via the novel MicrobIEM decontamination tool [47]. Changes in microbial communities, as well as in individual taxa, were stronger at the 7 d timepoint. Interestingly, multiple *Lachnospiraceae* ASVs had a lower abundance after nanomaterial treatment compared to the control group. *Lachnospiraceae* and other gut-associated microbes were more abundant in the scratched control group, and nanomaterial treatment might have prevented colonisation by these microbes. Additionally, the abundance of *M. lentus* (ASV6) was high after nZnO and nTiO_2_ treatments, implying that *M. lentus* recovered faster due to the inhibited colonisation induced by nanomaterials. This was not the case with nAg treatment, after which the abundance of *M. lentus* was still low. It is possible that nAg had stronger antimicrobial properties, or the PVP coating on the nAg particles masked some of the antimicrobial properties.

Skin wounding and the resulting inflammation create a significant ecological change for the cutaneous microbiota [48]. In line with previous results, simulated scratching altered the microbial abundances in our model by changing the cutaneous environment. The change was disadvantageous for bacteria which are common on the skin, such as *M. lentus* (ASV6) and *Staphylococcus* (ASV9 and ASV22). This shift facilitated the colonisation of other bacteria from the cage environment; specifically, gut-associated ASVs in this case. Even though the entire microbial communities were not significantly altered after scratching at 7 d, individual ASVs had differing abundances compared to the control group. As was seen at 24 h, *M. lentus* was still less abundant in the scratched group at 7 d, while gut-associated taxa were more abundant. The relative abundance of *M. lentus* was very high at 24 h, but it has been described as a slow-growth microbe [39,40], which is likely why gut-derived taxa were still able to thrive after a week. In our previous study with tape-stripped mouse skin, the microbiota remained similar to the control after 29 days [49]. Since the skin is a harsh environment for the bacteria, reorganisation of the microbial community likely requires more time following significant skin aberration.

We further explored the relationship between host skin transcriptome and skin bacteria with respect to scratching at 24 h in our correlation analysis. *M. lentus* (ASV6) and *Staphylococcus* taxa (ASV9 and ASV22) correlated positively with genes whose biological processes enriched to cell organisation, organ morphogenesis, and cell proliferation. These pathways were predicted to be regulated by inflammatory TNF, which is produced by multiple cells such as macrophages and neutrophils during skin wound healing [22]. At the same time, the three skin ASVs correlated negatively with immune response and antimicrobial humoral response processes. *M. lentus* ASV6 and *Staphylococcus* ASV9 correlated negatively with Mpp1, which is associated to neutrophil chemotaxis [50], and Defb1, a gene for the antimicrobial peptide beta-defensin 1 [51]. In contrast, *Enterobacter* (ASV11) correlated positively with immune response processes. Most likely, the scratching-induced inflammation and the antimicrobial proteins such as Defb1 decreased the number of native cutaneous bacteria, such as *M. lentus* and *Staphylococcus*, creating a beneficial environment for *Enterobacter*, which is more often found in the gut. *Enterobacter* correlated negatively with beta-defensin 6 (Defb6), which has also been reported to have antimicrobial activity against another Gram-negative bacterium in the *Enterobacteriaceae* family, *Escherichia coli* [52]. Defb6 has also been reported to regulate other mouse skin commensals such as *Corynebacterium* [53]. Our results emphasise the importance of the native cutaneous microbiota in each study context, since the microbiota is highly influenced by the surrounding environment, such as the animal facility [41,44,46]. As the skin bacteria positively correlated with cell organisational processes, these results also suggest that native skin bacteria could play a significant role in skin wound healing and skin barrier functions.

## 4. Materials and Methods

### 4.1. Nanomaterials

Nanosized 30–40 nm TiO_2_ and nanosized 20 nm ZnO were purchased from Nanostructured and Amorphous Materials, Inc. (Houston, TX, USA), and nanosized 25 nm polyvinylpyrrolidone (PVP)-coated Ag were purchased from NanoComposix, Inc. (San Diego, CA, USA).

All particles were weighed in a sterile glass tube and were diluted with sterile 1X DPBS (Corning) into 50 mg/mL dispersions. Nanosized TiO_2_ and ZnO were sonicated for 20 min at 30 °C just before the treatment.

### 4.2. Mice

Female SKH-1 mice (n = 153) were obtained from Scanbur AB (Sollentuna, Sweden) and quarantined for one week. The mice were used in experiments at age of 7–8 weeks and were housed in transparent IVC plastic cages in groups of four, with each cage containing aspen chip bedding (Tapvei, Estonia). The mice were provided with tap water ad libitum and fed on a standard mouse chow diet. The animal facility had a 12 h dark–light cycle, a temperature of 20–21 °C, and relative humidity of 40–45%. The experiments were conducted in agreement with the European Convention for the Protection of Vertebrate Animals Used for Experimental and Other Scientific Purposes (Strasbourg 18 March 1986, adopted in Finland 31 May 1990). All experiments were approved by the State Provincial Office of Southern Finland (ESAVI/518/04.10.07/2017).

### 4.3. Animal Treatment Protocol

The mice were assigned into eight groups (8 per group) and two timepoints. Control mice in the “PBS” control group were treated with 10 μL of sterile DPBS (PBS) on their upper back, and the mice in the nanomaterial groups were treated with 10 μL of either nTiO_2_, nZnO, or nAg nanomaterial dispersion with a dose of 500 μg on the upper back. In the scratched groups, the upper back of the mice was first scratched with sterile metal brushes (brush hair length 2–3 mm, overall length 25 cm). The metal brushes were stroked six times away from the handler and then six times towards the handler, with a total of twelve strokes. Metal brushes were used to make the wounds superficial to simulate scratching. The PBS scratched group was then exposed to 10 μL of sterile PBS, and the scratched nanomaterial groups received a 500 μg in 10 μL of nanomaterials (nTiO_2_, nZnO, or nAg) on the scratches. After 24 h and 7 days, the mice were killed via isoflurane overdose. Swab samples were taken for microbiota analysis and stored at −80 °C, and biopsies were taken for histology and RNA analyses. Biopsy samples for RNA analysis were stabilised in RNALater solution (Invitrogen) for 24 h at +4 °C and thereafter stored at −80 °C until RNA extraction.

### 4.4. Histology

For histological analyses, a piece of the upper back biopsy was fixed in 10% buffered formalin for at least 24 h and embedded in paraffin. A total of 4 μm skin sections were cut and stained with haematoxylin and eosin (H&E) and toluidine blue to evaluate differences between treatment groups. Neutrophils were counted from the H&E-stained skin sections and mast cells from the toluidine blue stained sections. Both cell types were counted in the skin viable layer, the dermis, with a light microscope. Neutrophils were counted under 1000× total magnification and mast cells under 400× total magnification. A total of 5 high-power fields (HPF) were selected for each mouse, and the averages of the cell numbers from these fields were obtained to show the final number of each cell type per mouse. Neutrophils were recognised based on their structure, morphology and colour, i.e., neutrophils have a multilobed nucleus (between 2 and 5 lobes) and stain neutral pink. Mast cells were recognised based on their blue metachromatic granules, which were in the cytoplasm or near proximity of cell membrane in degranulated cells.

Skin sections were stained at the Tissue Preparation and Histochemisry Unit at the University of Helsinki. Images were generated using 3DHISTECH Pannoramic 250 FLASH III digital slide scanner at Genome Biology Unit supported by HiLIFE and the Faculty of Medicine, University of Helsinki, and Biocenter Finland.

### 4.5. RNA Extraction and Sequencing

Skin biopsies were transferred to 1 mL RL buffer (Norgen Biotek, Thorold, Canada) with a ¼ inch ceramic bead (MP Biomedicals, Santa Ana, CA, USA) and homogenised once or twice in the FastPrep machine (MP Biomedicals) at 6.0 m/s for 40 s. RNA was extracted using Total RNA Purification Plus Kit (Norgen Biotek) according to manufacturer’s instructions, except the samples were incubated for 2 min at RT before eluting to 50 μL of water. To remove traces of organic solvents, RNA was repurified using RNEasy Mini Cleanup kit (Qiagen, Venlo, Netherlands) according to the manufacturer’s instructions.

RNA was sequenced at the Functional Genomics Unit (FUGU) at the University of Helsinki, Finland. The libraries were sequenced on an Illumina NextSeq 500, with a read 1 custom primer producing read 1 of 21 bp and read 2 (paired end) of 62 bp. Raw sequence data were inspected using FastQC and multiQC to ensure the quality of sequencing results [54,55]. Subsequently, reads were filtered to remove reads shorter than 20 bp using Trimmomatic [56]. Reads passing the filter were then processed further using Drop-seq tools (v. 2.4.1) and the pipeline originally suggested in Drop-seq paper (v. 2.3.0) [57] and adapted to 3′ RNA-seq. Briefly, the raw, filtered read libraries were converted to sorted, unaligned BAM files using Picard tools (http://broadinstitute.github.io/picard, accessed on 23 May 2022). This was followed by tagging reads with sample specific barcodes and unique molecular identifiers (UMIs). Tagged reads were then trimmed for 5′ adapters and 3′ poly A tails. Alignment-ready reads were converted from BAM formatted files to fastq files that were used as an input for STAR aligner (v.2.7.6a) [58]. Alignments and gene annotations were based on Gencode mouse Release M28 (GRCm39) reference genome and gene annotation files with default STAR settings. Following the alignment, the uniquely aligned reads were sorted and merged with a previously unaligned tagged BAM file to regain barcodes and UMIs lost during the alignment step. Next, annotation tags were added to aligned and barcode tagged BAM files to complete the alignment process. Finally, Drop-seq tools were used to detect and correct systematic synthesis errors present in sample barcode sequences. Digital expression matrices were then created by counting the total number of unique UMI sequences (UMI sequences that differ only by a single base were merged together) for each gene. Gene count outputs from all sample pools were then compiled to form a single gene expression table for the whole dataset. The yielded data matrix of mapped and counted genes per sample was used as starting material for data analysis.

### 4.6. DNA Extraction and Sequencing

DNA extraction and PCR prior to sequencing were performed as previously described [46] except the swab samples were incubated in yeast cell lysis solution with 200 rpm shaking instead of 300 rpm. Extraction batch bias was mitigated as previously described, and control samples were obtained and treated as previously described [46].

Sequencing was performed at the Institute of Molecular Medicine Finland (FIMM, University of Helsinki) with paired-ends of 2 × 300 bp with Illumina MiSeq.

### 4.7. Pre-Processing of Raw 16S rRNA Gene Sequences

PCR primer sequences were removed using Cutadapt (v. 2.8, [59]) and initial quality analysis was conducted via MultiQC (v. 1.10.1, [55]). Subsequent analysis steps were performed in the R environment (v. 4.2.0 [60]) and with RStudio (v. 2023.03.1+446 [61]). The DADA2 package [62] was used to truncate the forward reads to 280 bp and reverse reads to 240 bp. Reads that had more than 3 expected errors were discarded during the filtering and trimming step. Sequence errors were removed with pseudo-pooling, the forward and reverse reads were merged, and chimeras were removed from the generated sequence table with default parameters to obtain amplicon sequence variants (ASVs) from the 16S rRNA gene sequences. These ASVs were assigned taxa and species by aligning them against the SILVA 132 database [63]. Non-bacterial ASVs and kingdom-level unidentified ASVs were removed. Contaminant ASVs were identified using MicrobIEM (v. 0.6 [47], https://github.com/LuiseRauer/MicrobIEM, accessed on 14 January 2022) with frequency mean ratio 0.1 and span threshold 0.1 for the first assigned negative control and frequency mean ratio 0.1 and span threshold 0.33 for the second assigned negative control. After decontamination, samples that had a library size between 1500 and 30,000 sequences were included in subsequent steps. Cumulative sum scaling [64] and count normalisation methods [65] were tested for the sequences, but they resulted in a high negative correlation rate between richness and library size (−0.80 for cumulative sum scaling and −0.83 for count normalisation method); therefore, only the relative abundance transformation was used as a way to equalise library sizes across samples.

### 4.8. Statistical Analyses

#### 4.8.1. Differential Expression Analysis of RNA-Sequencing Data

Initial filtering was performed with Perseus (v. 1.6.14.0) [66] so that genes which were observed in 6 out of 8 mice per group and had a higher count rate than 5 were included in subsequent steps. Differential gene expression was analysed using the R package DESeq2 [65]. Pairwise comparisons were fitted to a generalised linear mixed model with negative binomial distribution. Count normalisation was performed, the significant threshold for differentially expressed genes (DEGs) was set at fold change ≥ |0.33|, and Benjamini–Hochberg correction was performed on the *p*-values. Visualisation was performed using the R package pheatmap [67]. Pathways were identified using Qiagen IPA (QIAGEN Inc., Venlo, The Netherlands, https://digitalinsights.qiagen.com/IPA, accessed on 2 August 2023) [68]. The Venn diagram was visualised with Venny 2.1 [69].

#### 4.8.2. Leukocyte Deconvolution Analysis—CIBERSORT

The CIBERSORT [70] algorithm was used to estimate the leukocyte subset proportions of individual immune cells utilizing the mouse orthologs of “LM22” validated gene signature matrixes [71]. The estimations are based on 500 permutations. No significance filter has been applied to the estimated cell fractions to include all samples for further analysis.

#### 4.8.3. Partial Least-Squares Discriminant Analysis (PLS-DA)

Partial least-squares discriminant analysis (PLS-DA) was performed with the R package MetaboAnalystR (v. 4.0) [72,73]. The matrixes were normalised with quantile normalisation and scaled with mean-centre. PLS-DA cross-validation was performed to generate PLS importance analysis results. Biological processes were identified for the 30 most important genes using Enrichr [74,75,76].

#### 4.8.4. Evaluating Cage Effect on the Microbiota

Cage effect refers to a situation where the environment in individual cages of mice causes a cage-specific variation in microbial abundances between samples taken from mice. If not considered, the cage-specific variation may result in the false belief that the variation seen in the microbial communities is due to studied treatment. To identify which ASVs were strongly associated with cages, a generalised linear mixed model analysis was performed with negative binomial distribution using the R package lme4 [77]. Each ASV was treated as the response variable, the interaction of group and timepoint as explanatory variables, while cage and mice were included as random effects, and natural logarithm transformed library sizes were added as an offset. The ASVs whose random effect variance was higher than 1 were further analysed with distance-based redundancy analysis (dbRDA, see Section 4.8.5) to determine if the abundances of these ASVs were increased similarly in samples from the same cage. This resulted in low Bray–Curtis dissimilarity index values between these samples, which was not due to our experimental treatments. Based on this procedure, two ASVs were removed from the dataset.

#### 4.8.5. Distance-Based Redundancy Analysis (dbRDA)

Distance-based redundancy analysis (dbRDA) was performed with the R package vegan [78]. Relative abundances of ASVs were used to calculate Bray–Curtis dissimilarity indices between samples and input to a principal coordinates analysis (PcoA), followed by a redundancy analysis (RDA). In each subset, the group was used as an explanatory variable, and DNA extraction batches, library sizes, and richness were treated as confounders and partialled-out as conditioning variables. Richness was used as a confounding factor as, after the decontamination process, the number of sequences was substantially reduced in those samples that were strongly contaminated. This resulted in very high richness values that were not from biological origin but due to technical reasons and artificially associated with variations in the microbial communities in these samples. *p*-values were calculated with a, ANOVA-like permutation test for dbRDA pairwise comparisons using biodiversity R package [79] and then FDR corrected. The plots were visualised with the package ggplot2 [80].

#### 4.8.6. Linear Model

ASVs with a prevalence of over 30% in all samples were fitted in a generalised linear mixed model analysis. The data were subset pairwise according to timepoint and group. Using the lme4 package [77], the generalised linear mixed model was performed with negative binomial distribution with the control group of each pairwise subset as a baseline. Each ASV was treated as the response variable, group was treated as an explanatory variable, cage and mice were included as random effects, and natural logarithm-transformed library sizes were added as an offset. Visualisation was performed using ggordiplots [81] and ggplot2 packages [80].

#### 4.8.7. Correlation Analysis

Spearman Rho correlation tests [82] with FDR-corrected *p*-values were calculated between differentially expressed genes and ASV abundances and visualised using R packages pheatmap [67]. ASVs with a prevalence of over 50% were included in the correlation analysis. Rows were clustered in the heatmap via the Ward D2 method using Euclidean distances. The clustered dendrogram was clustered into four clusters with R internal “cutree” function and visualised with ggplot2 (Wickham 2016). Upstream regulators were identified using Qiagen IPA and biological processes with Enrichr (QIAGEN Inc., https://digitalinsights.qiagen.com/IPA, accessed on 2 August 2023) [68,74,75,76].

#### 4.8.8. Other Statistical Tests

Differences between numbers of neutrophils and mast cells were calculated via one-way ANOVA and Dunnett’s multiple comparison tests using GraphPad Prism. Differences between groups in deconvolution analysis were calculated via Kruskal–Wallis and Dunnett’s multiple comparison tests using GraphPad Prism.

## 5. Conclusions

Various skin diseases cause continuous itching, which leads to scratching and superficial wounds. To mimic this situation and follow the associated changes to the skin barrier and microbiota, we studied these effects on scratched skin with or without additional exposure to ENMs. It is important to note that our studies cover the effects on the skin transcriptome and microbiota in originally heathy conditions as we have not used a disease model. The majority of transcriptomic changes occurred in conjunction with an elevated number of neutrophils and M1 macrophages in the scratched skin after 24 h and played a role in the regulation of immune and inflammatory responses. These responses diminished in 7 days, and the skin started to regenerate. Considering the degree of transcriptional changes via superficial scratching, these results highlight the importance of wound healing systems in the skin. In terms of microbiota composition, it seems that skin scratching reduces cutaneous bacteria, and the resulting immune response does not allow native skin bacteria to return to homeostasis in a week. As for the nanomaterials, they had no impact on scratched skin transcriptome and induced only minor changes in the microbiome at the dosages used, suggesting the scratching was more significant on its own. However, nanomaterials caused differences in the intact skin microbiota that occurred especially after 7 d.

## Figures and Tables

**Figure 1:**
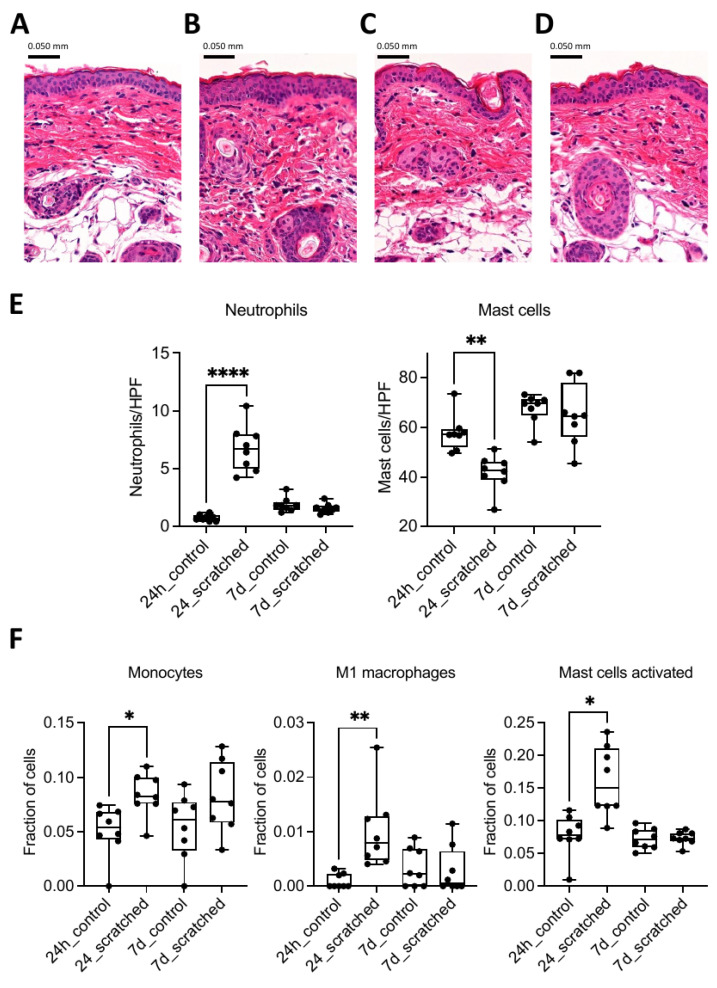
Haematoxylin and eosin (H&E)-stained mouse skin sections of (**A**) 24 h control group, (**B**) 24 h scratched group, (**C**) 7 d control group, and (**D**) 7 d scratched group. Pictures were taken with 200× magnification. (**E**) Neutrophils and mast cells were counted from H&E and toluidine blue-stained skin sections at 1000× and 400× magnification, respectively, under light microscope. (**F**) Deconvolution analysis of monocytes, M1 macrophages, and mast cells with the help of LM22 gene signature mouse orthologs. Stars indicate *p*-values: * < 0.05, ** < 0.01, **** < 0.0001.

**Figure 2:**
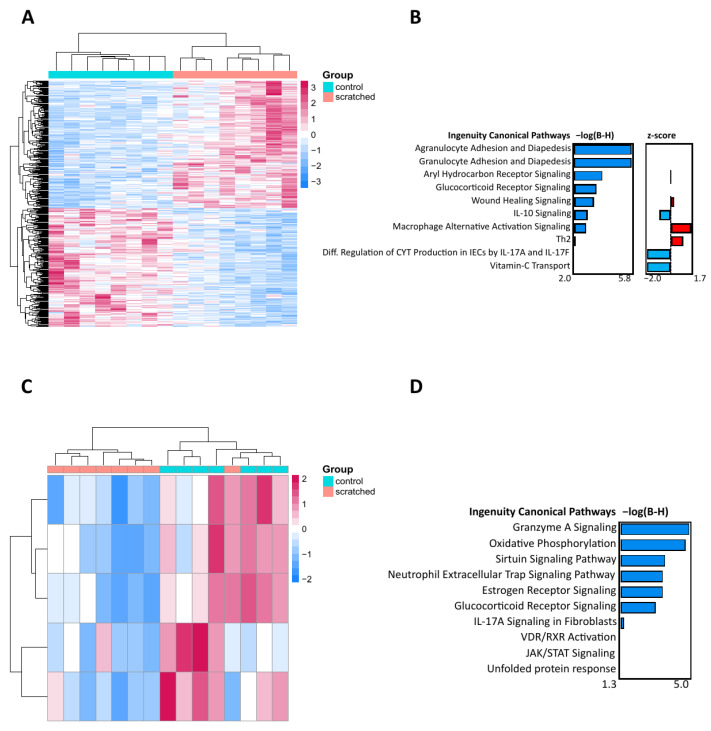
The effect of skin scratching at 24 h and 7 d on the transcriptome. (**A**) Heatmap of the 396 differentially expressed genes (DEGs) between the 24 h scratched group vs. 24 h control group formed two clear clusters. (**B**) The canonical pathways of 396 DEGs at 24 h highlight granulocyte and agranulocyte cell adhesion and diapedesis as identified by Qiagen IPA. (**C**) Heatmap of the five DEGs between the 7 d scratched group vs. 7 d control group, forming two clusters. (**D**) The canonical pathways of the five DEGs at 7 d show cell signalling and biosynthesis pathways as identified by Qiagen IPA. For heatmaps, Euclidean clustering distances were used for the complete clustering method and z scores are based on row scales. The DEGs with a *p* < 0.05 and a fold change smaller than |0.33| were included in the analysis. For the barplots, the DEGs are arranged via their Benjamini–Hochberg-corrected *p*-values.

**Figure 3:**
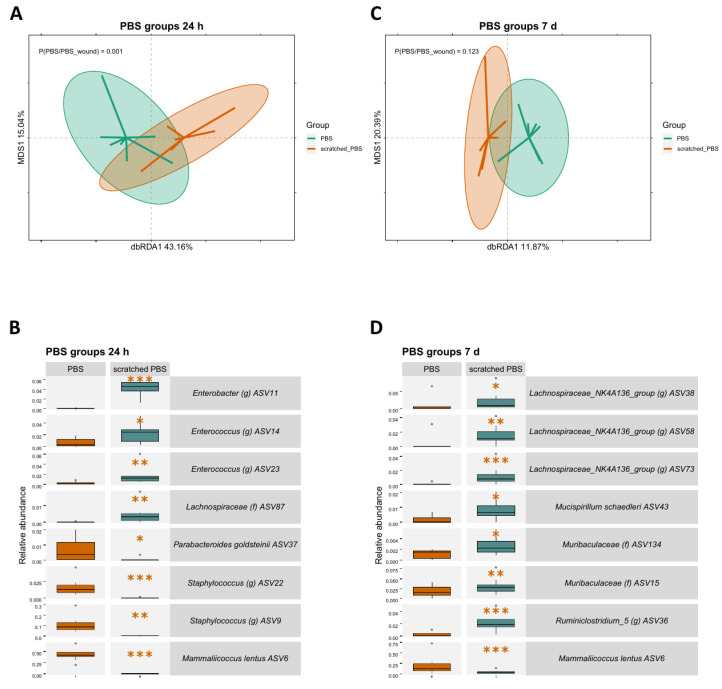
The effect of skin scratching at 24 h and 7 d on the skin microbiota. (**A**) A dbRDA analysis of microbial ASVs shows clear differentiation of the scratched and control groups at 24 h. Since the dbRDA analysis was performed for two groups, only one dbRDA axis is available for differentiation of the groups, and the MDS1 axis is used to create a two-dimensional figure. (**B**) Based on the generalised linear mixed model analysis, ASV6 *Mammaliicoccus lentus* and *Staphylococcus* ASVs are less abundant, while multiple gut-associated taxa are more abundant in the scratched 24 h group, based on the generalised linear mixed model analysis. (**C**) A dbRDA analysis of microbial ASVs at 7 d shows no difference between the groups. (**D**) Based on the generalised linear mixed model analysis, many gut-associated taxa are more abundant, and ASV6 *Mammaliicoccus lentus* is less abundant in the scratched group. Stars indicate *p*-values: * < 0.05, ** < 0.01, *** < 0.001. Ellipses on the top of symbols mark the 95% confidence interval, and the *p*-values of the ANOVA-like permutation test for dbRDA (permutations = 999) pairwise comparisons are included in each box.

**Figure 4:**
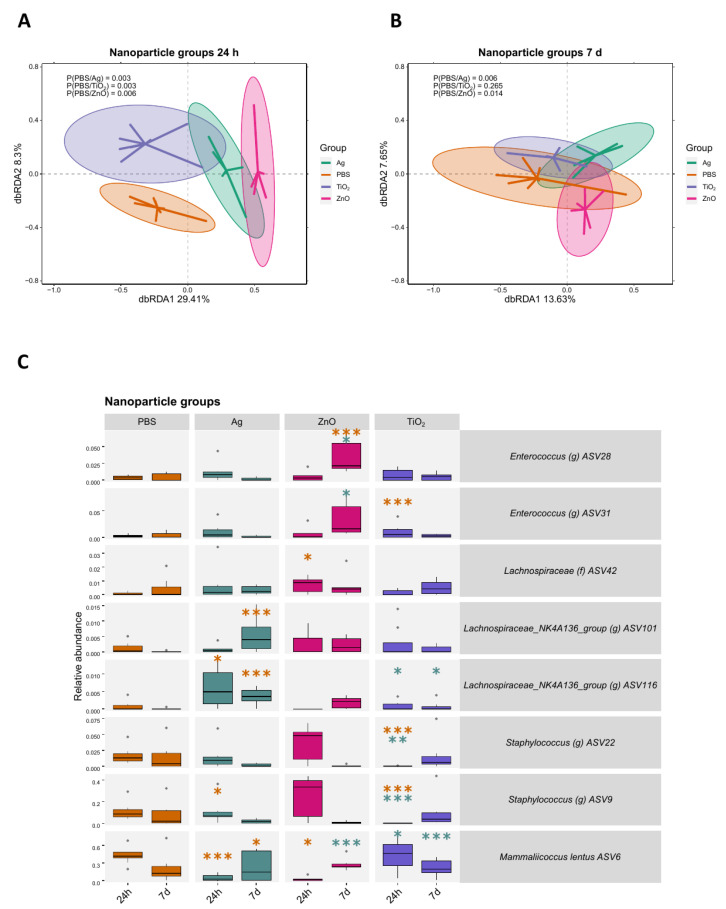
The effect of nAg, nZnO, or nTiO_2_ nanomaterial exposures on the intact skin microbiota 24 h and 7 days after the exposure. (**A**) A dbRDA analysis between the nAg, nZnO, or nTiO_2_ and control groups at 24 h shows microbial community differences between the nanomaterial groups and the control group. (**B**) A dbRDA analysis between the nAg, nZnO, or nTiO_2_ and control groups at 7 d no longer shows differences in the microbial communities between the groups. (**C**) ASV abundances changed depending on the material and timepoint. Results were based on the generalised linear mixed model analysis. For each nanomaterial group, the three ASVs which had the smallest FDR-corrected *p*-value were chosen for visualisation. Stars indicate *p*-values: * < 0.05, ** < 0.01, *** < 0.001. Orange stars indicate comparison to the control group, green stars indicate comparison to Ag group. Ellipses on the top of symbols mark the 95% confidence interval, and the *p*-values of the ANOVA-like permutation test for dbRDA (permutations = 999) pairwise comparisons are included in each box, n = 5–8.

**Figure 5:**
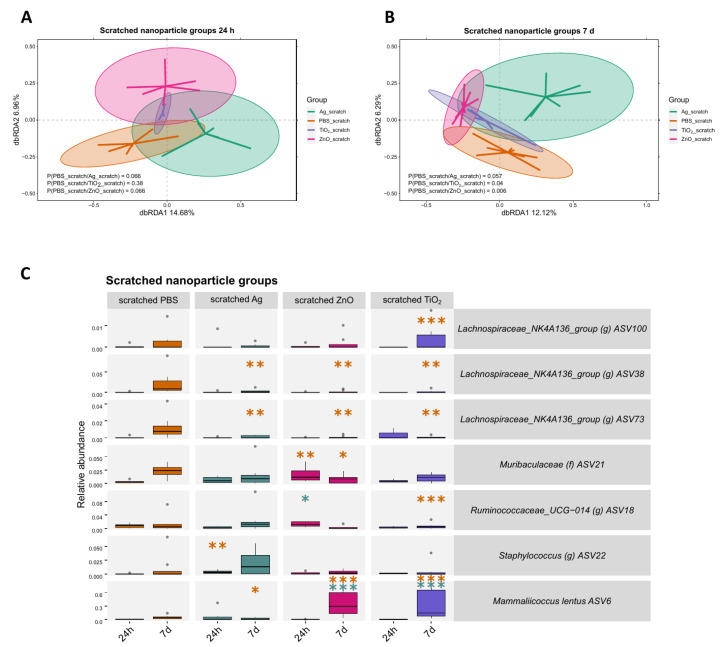
The effect of Ag, ZnO, or TiO_2_ nanomaterial exposures on the scratched skin microbiota 24 h and 7 days after the exposure. (**A**) A dbRDA analysis between the nAg, nZnO, or nTiO_2_ and control groups at 24 h does not show differences in the microbial community between the nanomaterial groups and the control group. (**B**) A dbRDA analysis between the nAg, nZnO, or nTiO_2_ and control groups at 7 d shows differences in the microbial community between nZnO and control group, as well as between nTiO_2_ and the control group. (**C**) ASV abundance changes were most notable at the 7 d timepoint based on the generalised linear mixed model analysis. For each nanomaterial group, the three ASVs which had the smallest FDR-corrected *p*-value were chosen for visualisation. Stars indicate *p*-values: * < 0.05, ** < 0.01, *** < 0.001. Orange stars indicate comparison to the control group, green stars indicate comparison to Ag group. Ellipses on the top of symbols mark the 95% confidence interval, and the *p*-values of the ANOVA-like permutation test for dbRDA (permutations = 999) pairwise comparisons are included in each box, n = 3–8.

**Figure 6:**
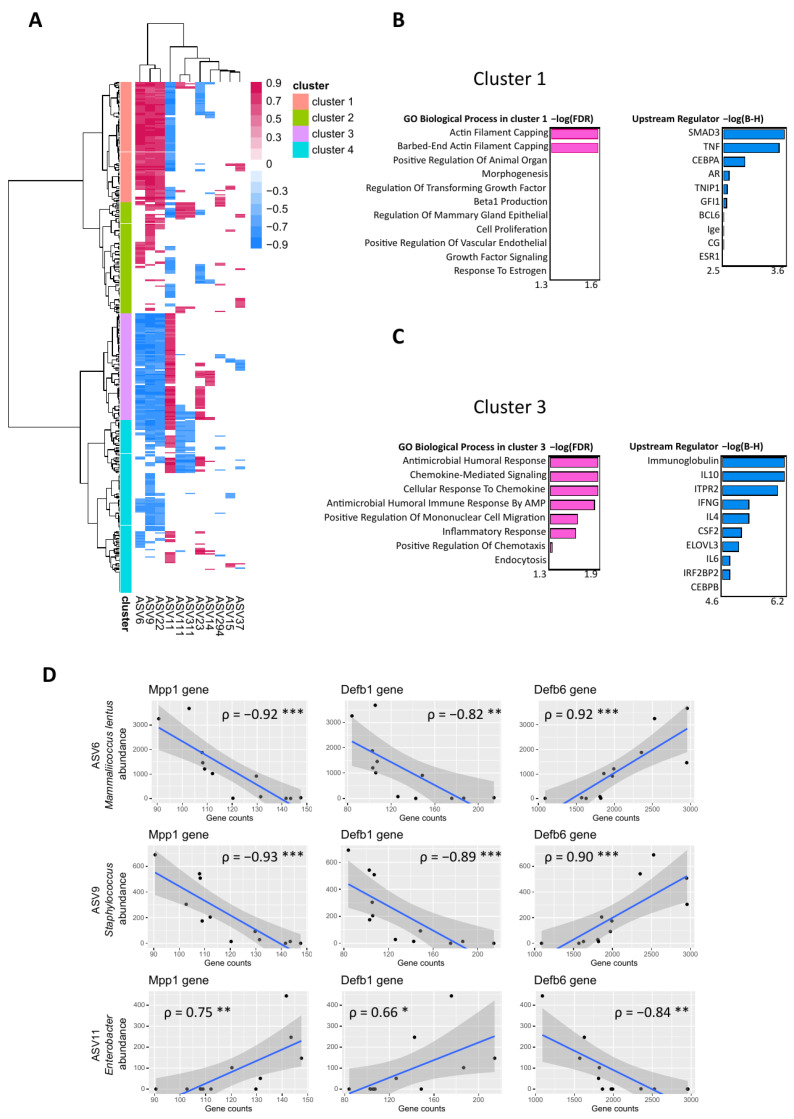
Spearman correlation analysis of DEGs and ASVs in the scratched and control group at 24 h. (**A**) Heatmap of Spearman correlation scores between 396 DEGs and 11/34 ASVs yielded four major clusters (1–4). ASVs whose absolute sum of columns was higher than 10 and correlations whose *p* < 0.05 were included in the figure. Euclidean distances were used to cluster the rows with the Ward D2 method. Biological processes and the upstream regulators of clusters 1 (**B**) and 3 (**C**) were identified by Qiagen IPA. (**D**) Spearman correlation analysis between individual genes and ASV6 *Mammaliicoccus lentus*, ASV9 *Staphylococcus*, and ASV11 *Enterobacter*. Outliers were excluded from ASV9 and ASV11. Stars indicate *p*-values: * < 0.05, ** < 0.01, *** < 0.001.

## Data Availability

The data presented in this study are available on request from the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms242115629/s1.

## References

[1] Lee A.Y. (2020). Molecular Mechanism of Epidermal Barrier Dysfunction as Primary Abnormalities. Int. J. Mol. Sci..

[2] Harris-Tryon T.A., Grice E.A. (2022). Microbiota and maintenance of skin barrier function. Science.

[3] Chen Y.E., Fischbach M.A., Belkaid Y. (2018). Skin microbiota-host interactions. Nature.

[4] Edslev S.M., Agner T., Andersen P.S. (2020). Skin Microbiome in Atopic Dermatitis. Acta Derm.-Venereol..

[5] Agrawal R., Woodfolk J.A. (2014). Skin barrier defects in atopic dermatitis. Curr. Allergy Asthma Rep..

[6] Yosipovitch G., Misery L., Proksch E., Metz M., Ständer S., Schmelz M. (2019). Skin Barrier Damage and Itch: Review of Mechanisms, Topical Management and Future Directions. Acta Derm.-Venereol..

[7] Weisshaar E., Bentz P., Haufe E., Heinrich L., Apfelbacher C., Heratizadeh A., Abraham S., Harder I., Kleinheinz A., Wollenberg A. (2023). Itching and treatments in atopic dermatitis (AD): Results from the German AD registry TREATgermany. Br. J. Dermatol..

[8] Canchy L., Kerob D., Demessant A., Amici J.M. (2023). Wound healing and microbiome, an unexpected relationship. J. Eur. Acad. Dermatol. Venereol..

[9] Khan I., Saeed K., Khan I. (2019). Nanoparticles: Properties, applications and toxicities. Arab. J. Chem..

[10] Schneider S.L., Lim H.W. (2019). A review of inorganic UV filters zinc oxide and titanium dioxide. Photodermatol. Photoimmunol. Photomed..

[11] Vance M.E., Kuiken T., Vejerano E.P., McGinnis S.P., Hochella M.F., Rejeski D., Hull M.S. (2015). Nanotechnology in the real world: Redeveloping the nanomaterial consumer products inventory. Beilstein J. Nanotechnol..

[12] Islam F., Shohag S., Uddin M.J., Islam M.R., Nafady M.H., Akter A., Mitra S., Roy A., Emran T.B., Cavalu S. (2022). Exploring the Journey of Zinc Oxide Nanoparticles (ZnO-NPs) toward Biomedical Applications. Materials.

[13] Bruna T., Maldonado-Bravo F., Jara P., Caro N. (2021). Silver Nanoparticles and Their Antibacterial Applications. Int. J. Mol. Sci..

[14] Lallo da Silva B., Abuçafy M.P., Berbel Manaia E., Oshiro Junior J.A., Chiari-Andréo B.G., Pietro R.C.R., Chiavacci L.A. (2019). Relationship between Structure and Antimicrobial Activity of Zinc Oxide Nanoparticles: An Overview. Int. J. Nanomed..

[15] Younis A.B., Haddad Y., Kosaristanova L., Smerkova K. (2023). Titanium dioxide nanoparticles: Recent progress in antimicrobial applications. Wiley Interdiscip. Rev. Nanomed. Nanobiotechnol..

[16] Krishnan P.D., Banas D., Durai R.D., Kabanov D., Hosnedlova B., Kepinska M., Fernandez C., Ruttkay-Nedecky B., Nguyen H.V., Farid A. (2020). Silver Nanomaterials for Wound Dressing Applications. Pharmaceutics.

[17] Ferdous Z., Nemmar A. (2020). Health Impact of Silver Nanoparticles: A Review of the Biodistribution and Toxicity Following Various Routes of Exposure. Int. J. Mol. Sci..

[18] Shi H., Magaye R., Castranova V., Zhao J. (2013). Titanium dioxide nanoparticles: A review of current toxicological data. Part. Fibre Toxicol..

[19] Valvis S.M., Waithman J., Wood F.M., Fear M.W., Fear V.S. (2015). The Immune Response to Skin Trauma Is Dependent on the Etiology of Injury in a Mouse Model of Burn and Excision. J. Investig. Dermatol..

[20] Saeed S., Martins-Green M. (2023). Animal models for the study of acute cutaneous wound healing. Wound Repair. Regen..

[21] Masson-Meyers D.S., Andrade T.A.M., Caetano G.F., Guimaraes F.R., Leite M.N., Leite S.N., Frade M.A.C. (2020). Experimental models and methods for cutaneous wound healing assessment. Int. J. Exp. Pathol..

[22] Cañedo-Dorantes L., Cañedo-Ayala M. (2019). Skin Acute Wound Healing: A Comprehensive Review. Int. J. Inflam..

[23] Krzyszczyk P., Schloss R., Palmer A., Berthiaume F. (2018). The Role of Macrophages in Acute and Chronic Wound Healing and Interventions to Promote Pro-wound Healing Phenotypes. Front. Physiol..

[24] Wilgus T.A., Wulff B.C. (2014). The Importance of Mast Cells in Dermal Scarring. Adv. Wound Care.

[25] Rico-Leo E.M., Lorenzo-Martín L.F., Román Á.C., Bustelo X.R., Merino J.M., Fernández-Salguero P.M. (2021). Aryl Hydrocarbon Receptor Controls Skin Homeostasis, Regeneration, and Hair Follicle Cycling by Adjusting Epidermal Stem Cell Function. Stem Cells.

[26] Carvajal-Gonzalez J.M., Roman A.C., Cerezo-Guisado M.I., Rico-Leo E.M., Martin-Partido G., Fernandez-Salguero P.M. (2009). Loss of dioxin-receptor expression accelerates wound healing in vivo by a mechanism involving TGFβ. J. Cell Sci..

[27] de Almeida T.F., de Castro Pires T., Monte-Alto-Costa A. (2016). Blockade of glucocorticoid receptors improves cutaneous wound healing in stressed mice. Exp. Biol. Med..

[28] Sanchis A., Alba L., Latorre V., Sevilla L.M., Pérez P. (2012). Keratinocyte-targeted overexpression of the glucocorticoid receptor delays cutaneous wound healing. PloS ONE.

[29] Tiganescu A., Hupe M., Uchida Y., Mauro T., Elias P.M., Holleran W.M. (2014). Increased glucocorticoid activation during mouse skin wound healing. J. Endocrinol..

[30] Zhu S., Yu Y., Ren Y., Xu L., Wang H., Ling X., Jin L., Hu Y., Zhang H., Miao C. (2021). The emerging roles of neutrophil extracellular traps in wound healing. Cell Death Dis..

[31] Cheng F., Eriksson J.E. (2017). Intermediate Filaments and the Regulation of Cell Motility during Regeneration and Wound Healing. Cold Spring Harb. Perspect. Biol..

[32] Pullar J.M., Carr A.C., Vissers M.C.M. (2017). The Roles of Vitamin C in Skin Health. Nutrients.

[33] Palmieri M., Impey S., Kang H., di Ronza A., Pelz C., Sardiello M., Ballabio A. (2011). Characterization of the CLEAR network reveals an integrated control of cellular clearance pathways. Hum. Mol. Genet..

[34] Wang S., Alenius H., El-Nezami H., Karisola P. (2022). A New Look at the Effects of Engineered ZnO and TiO_2_ Nanoparticles: Evidence from Transcriptomics Studies. Nanomaterials.

[35] Ilves M., Palomäki J., Vippola M., Lehto M., Savolainen K., Savinko T., Alenius H. (2014). Topically applied ZnO nanoparticles suppress allergen induced skin inflammation but induce vigorous IgE production in the atopic dermatitis mouse model. Part. Fibre Toxicol..

[36] Osmond-McLeod M.J., Oytam Y., Rowe A., Sobhanmanesh F., Greenoak G., Kirby J., McInnes E.F., McCall M.J. (2016). Long-term exposure to commercially available sunscreens containing nanoparticles of TiO_2_ and ZnO revealed no biological impact in a hairless mouse model. Part. Fibre Toxicol..

[37] Korani M., Rezayat S.M., Arbabi Bidgoli S. (2013). Sub-chronic Dermal Toxicity of Silver Nanoparticles in Guinea Pig: Special Emphasis to Heart, Bone and Kidney Toxicities. Iran. J. Pharm. Res..

[38] Tao H., Nagano K., Tasaki I., Zhang T.Q., Ishizaka T., Gao J.Q., Harada K., Hirata K., Tsujino H., Higashisaka K. (2020). Development and Evaluation of a System for the Semi-Quantitative Determination of the Physical Properties of Skin After Exposure to Silver Nanoparticles. Nanoscale Res. Lett..

[39] Kloos W.E., Schleifer K.H., Smith R.F. (1976). Characterization of *Staphylococcus sciuri* sp. nov. and Its Subspecies1. Int. J. Syst. Evol. Microbiol..

[40] Madhaiyan M., Wirth J.S., Saravanan V.S. (2020). Phylogenomic analyses of the *Staphylococcaceae* family suggest the reclassification of five species within the genus *Staphylococcus* as heterotypic synonyms, the promotion of five subspecies to novel species, the taxonomic reassignment of five *Staphylococcus* species to *Mammaliicoccus* gen. nov., and the formal assignment of *Nosocomiicoccus* to the family *Staphylococcaceae*. Int. J. Syst. Evol. Microbiol..

[41] Belheouane M., Vallier M.A.-O., Čepić A., Chung C.J., Ibrahim S., Baines J.A.-O. (2020). Assessing similarities and disparities in the skin microbiota between wild and laboratory populations of house mice. ISME J..

[42] Sun D., Bai R., Zhou W., Yao Z., Liu Y., Tang S., Ge X., Luo L., Luo C., Hu G.F. (2021). Angiogenin maintains gut microbe homeostasis by balancing α-Proteobacteria and Lachnospiraceae. Gut.

[43] Wang X., Wang Z., Cao J., Dong Y., Chen Y. (2023). Gut microbiota-derived metabolites mediate the neuroprotective effect of melatonin in cognitive impairment induced by sleep deprivation. Microbiome.

[44] Rosshart S.P., Herz J., Vassallo B.G., Hunter A., Wall M.K., Badger J.H., McCulloch J.A., Anastasakis D.G., Sarshad A.A., Leonardi I. (2019). Laboratory mice born to wild mice have natural microbiota and model human immune responses. Science.

[45] Sánchez-López E., Gomes D., Esteruelas G., Bonilla L., Lopez-Machado A.L., Galindo R., Cano A., Espina M., Ettcheto M., Camins A. (2020). Metal-Based Nanoparticles as Antimicrobial Agents: An Overview. Nanomaterials.

[46] Mäenpää K., Wang S., Ilves M., El-Nezami H., Alenius H., Sinkko H., Karisola P. (2022). Skin microbiota of oxazolone-induced contact hypersensitivity mouse model. PloS ONE.

[47] Hülpüsch C., Rauer L., Nussbaumer T., Schwierzeck V., Bhattacharyya M., Erhart V., Traidl-Hoffmann C., Reiger M., Neumann A.U. MicrobIEM—A User-Friendly Tool for Quality Control and Interactive Analysis of Microbiome Data. https://github.com/luiserauer/microbiem.

[48] Johnson T.R., Gómez B.I., McIntyre M.K., Dubick M.A., Christy R.J., Nicholson S.E., Burmeister D.M. (2018). The Cutaneous Microbiome and Wounds: New Molecular Targets to Promote Wound Healing. Int. J. Mol. Sci..

[49] Karisola P., Suomalainen A., Fortino V., Ottman N., Vendelin J., Wolff H.J., Ruokolainen L., Greco D., Fyhrquist N., Alenius H. (2019). Tape-stripping alters the microbe-host correlations in mouse skin. Allergy.

[50] Quinn B.J., Welch E.J., Kim A.C., Lokuta M.A., Huttenlocher A., Khan A.A., Kuchay S.M., Chishti A.H. (2009). Erythrocyte scaffolding protein p55/MPP1 functions as an essential regulator of neutrophil polarity. Proc. Natl. Acad. Sci. USA.

[51] Morrison G., Kilanowski F., Davidson D., Dorin J. (2002). Characterization of the mouse beta defensin 1, Defb1, mutant mouse model. Infect. Immun..

[52] Yamaguchi Y., Fukuhara S., Nagase T., Tomita T., Hitomi S., Kimura S., Kurihara H., Ouchi Y. (2001). A novel mouse beta-defensin, mBD-6, predominantly expressed in skeletal muscle. J. Biol. Chem..

[53] Sakamoto K., Jin S.P., Goel S., Jo J.H., Voisin B., Kim D., Nadella V., Liang H., Kobayashi T., Huang X. (2021). Disruption of the endopeptidase ADAM10-Notch signaling axis leads to skin dysbiosis and innate lymphoid cell-mediated hair follicle destruction. Immunity.

[54] Andrews S. FastQC: A Quality Control Tool for High Throughput Sequence Data. http://www.bioinformatics.babraham.ac.uk/projects/fastqc.

[55] Ewels P., Magnusson M., Lundin S., Käller M. (2016). MultiQC: Summarize analysis results for multiple tools and samples in a single report. Bioinformatics.

[56] Bolger A.M., Lohse M., Usadel B. (2014). Trimmomatic: A flexible trimmer for Illumina sequence data. Bioinformatics.

[57] Macosko E.Z., Basu A., Satija R., Nemesh J., Shekhar K., Goldman M., Tirosh I., Bialas A.R., Kamitaki N., Martersteck E.M. (2015). Highly Parallel Genome-wide Expression Profiling of Individual Cells Using Nanoliter Droplets. Cell.

[58] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[59] Martin M. (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet.Journal.

[60] R Core Team R: A Language and Environment for Statistical Computing. https://www.r-project.org/.

[61] RStudio Team Rstudio: Integrated Development for R. http://www.rstudio.com/.

[62] Callahan B.J., McMurdie P.J., Rosen M.J., Han A.W., Johnson A.J.A., Holmes S.P. (2016). DADA2: High-resolution sample inference from Illumina amplicon data. Nat. Methods.

[63] Quast C., Pruesse E., Yilmaz P., Gerken J., Schweer T., Yarza P., Peplies J., Glöckner F.O. (2012). The SILVA ribosomal RNA gene database project: Improved data processing and web-based tools. Nucleic Acids Res..

[64] Paulson J.N., Stine O.C., Bravo H.C., Pop M. (2013). Differential abundance analysis for microbial marker-gene surveys. Nat. Methods.

[65] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[66] Tyanova S., Temu T., Sinitcyn P., Carlson A., Hein M.Y., Geiger T., Mann M., Cox J. (2016). The Perseus computational platform for comprehensive analysis of (prote)omics data. Nat. Methods.

[67] Kolde R. (2012). Pheatmap: Pretty heatmaps. R Package Version.

[68] Krämer A., Green J., Pollard J., Tugendreich S. (2014). Causal analysis approaches in Ingenuity Pathway Analysis. Bioinformatics.

[69] Oliveros J.C., Venny (2007). An Interactive Tool for Comparing Lists with Venn’s Diagrams. https://bioinfogp.cnb.csic.es/tools/venny/.

[70] Newman A.M., Steen C.B., Liu C.L., Gentles A.J., Chaudhuri A.A., Scherer F., Khodadoust M.S., Esfahani M.S., Luca B.A., Steiner D. (2019). Determining cell type abundance and expression from bulk tissues with digital cytometry. Nat. Biotechnol..

[71] Newman A.M., Liu C.L., Green M.R., Gentles A.J., Feng W., Xu Y., Hoang C.D., Diehn M., Alizadeh A.A. (2015). Robust enumeration of cell subsets from tissue expression profiles. Nat. Methods.

[72] Chong J., Soufan O., Li C., Caraus I., Li S., Bourque G., Wishart D.S., Xia J. (2018). MetaboAnalyst 4.0: Towards more transparent and integrative metabolomics analysis. Nucleic Acids Res..

[73] Chong J., Xia J. (2018). MetaboAnalystR: An R package for flexible and reproducible analysis of metabolomics data. Bioinformatics.

[74] Chen E.Y., Tan C.M., Kou Y., Duan Q., Wang Z., Meirelles G.V., Clark N.R., Ma’ayan A. (2013). Enrichr: Interactive and collaborative HTML5 gene list enrichment analysis tool. BMC Bioinform..

[75] Kuleshov M.V., Jones M.R., Rouillard A.D., Fernandez N.F., Duan Q., Wang Z., Koplev S., Jenkins S.L., Jagodnik K.M., Lachmann A. (2016). Enrichr: A comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Res..

[76] Xie Z., Bailey A., Kuleshov M.V., Clarke D.J.B., Evangelista J.E., Jenkins S.L., Lachmann A., Wojciechowicz M.L., Kropiwnicki E., Jagodnik K.M. (2021). Gene Set Knowledge Discovery with Enrichr. Curr. Protoc..

[77] Bates D., Mächler M., Bolker B., Walker S. (2015). Fitting linear mixed-effects models using lme4. J. Stat. Softw..

[78] Oksanen J., Blanchet F.G., Friendly M., Roeland K., Legendre P., McGlinn D., Minchin P.R., O’Hara R.B., Simpson G.L., Solymos P. Vegan: Community Ecology Package. https://cran.r-project.org/package=vegan.

[79] Kindt R., Coe R. (2005). Tree Diversity Analysis. A Manual and Software for Common Statistical Methods for Ecological and Biodiversity Studies.

[80] Wickham H. (2016). ggplot2: Elegant Graphics for Data Analysis.

[81] Quensen J. ggordiplots: Make ggplot Versions of Vegan’s Ordiplots. http://github.com/jfq3/ggordiplots.

[82] Harrell F.E. Hmisc: Harrell Miscellaneous. https://cran.r-project.org/web/packages/.

How the deposited data were processed for this re-analysis (not part of the article)

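Skin of 153 SKH-1 mice was measured by RNA sequencing in 18 groups of 8 mice and 1 group of 9 naive mice. The authors made raw UMI counts per gene, and the deposited count table holds whole-number counts for 36716 genes in each mouse with no normalisation. The deposited barcode table gives a score for each RNA, its RNA integrity number, and the deposited sample information gives the number of the sequencing pool of each mouse. Totals per mouse were 201053 to 4028559 (median 1226021), and every mouse was kept. Replicates of a group were compared in 540 pairs, and no 2 mice had identical counts.

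Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. For each comparison only the mice of its 2 groups were used. Genes with more than 5 counts in at least 75% of the mice of either group (6 of 8, or 7 of 9) were kept, normalised by TMM and tested with edgeR's quasi-likelihood test. The Benjamini–Hochberg adjusted p had to be under 0.05 and the absolute log2 fold change at least 0.33. Differences between effects were tested as interaction terms over 4 groups. Power was tested on simulated data in which the fold change was known.

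Genes named in the text are those the paper names, the 10 largest rises and 10 largest falls among called genes with a mean of at least 10 CPM in each comparison, and the 4 members of each list with the smallest p. Other genes named singly were chosen after their values were seen, namely those named for a call that other settings end or make and the leading genes of the PLS-DA. The 34 lists cover immune cells, epidermis, hair, muscle, fat, vessels, respiration, the clock and pathways named by the paper, and a gene can be on several of them. The lists were tested with camera at a preset correlation of 0.01, with the correlation estimated from the mice, and with fry, and members were also adjusted over the list alone. PLS-DA was run on quantile-normalised and mean-centred counts, and the 30 genes of largest weight on the first component were kept.

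Alternatives were DESeq2, RLE size factors, no filter, the filter in each group, all groups of the time point in 1 fit, sequencing pool as covariate, limma voom with quality weights, other thresholds and leaving out each mouse in turn. With pool as covariate, an effect is estimated only from pools that hold mice of both groups, so fewer mice bear on it. The mice were also split 100 times into groups of the same sizes, the real split included and the others drawn at random. These splits treat the mice as independent, and cage was not modelled. The naive mice carry no time point and were used as 1 group. Deconvolution, the pathway tool, histology and the microbiota were not analysed here.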

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

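The tests of time of day, of the 5 genes against nTiO_2_ mice and without the mouse of lowest depth, and of the hair keratin score of intact nanomaterial mice were chosen only after the result was seen.

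The naive mice were not analysed in the paper, and against them the 24 h control group had 81 DEGs by edgeR, with clock genes among the leading ones. Dbp, a transcription factor driven by the clock, was 15.1 ± 5.72 CPM in control and 86.5 ± 19.5 CPM in naive skin (SD, n = 8 and 9 mice), a log2 fold change of -2.53 (standard error 0.20, adjusted p = 1.58e-07 from edgeR), and Arntl, which encodes the clock activator BMAL1, rose by 1.15, a call that ended with pool in the model (1.17, adjusted p = 0.0930). Within pool 1, with 4 mice per group, the signed median log2 fold change of the 7 called clock genes was 1.42 against 1.27 in all mice. This argues against sequencing pool as the source of the whole difference. The 7 genes and their signs were, however, chosen over all mice, those of pool 1 included, which raises this value. With libraries thinned to 859464 counts the signed median was 1.22. Thinning keeps the expected fold change of a normalised fit, so it cannot decide on depth. A candidate explanation is collection at another time of day, because clock activators lay above the clock output genes by 2.03 (median of 2 activators 0.67, median of 6 output genes -1.36), but the hour of collection is not given and handling with PBS stays open as well. The 81 genes were the largest count of 100 splits that ignore pool (highest of the other splits 46), but with pool as covariate 5 were called. That fit estimates the difference from the mice of pool 1 alone.

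The 5 genes named by the paper at 7 d were lower in scratched than in control mice, and in every other 7 d group their mean level was also below that of the control group. The mean log2 CPM of the 5 genes was 8.84 in the control group, 8.58 with nTiO_2_, 8.46 with nZnO, 8.56 with nAg, 8.42 after scratching with PBS and 8.42 after scratching without PBS, and 8.55, 8.52 and 8.57 after scratching with nTiO_2_, nZnO and nAg. Against naive mice, which were in pools 1, 2 and 5, the 7 d control group had log2 fold changes of 0.33 for Cebpb, 0.16 for Rab5if and 0.31, 0.17 and 0.25 for Ndufb5, Ndufb8 and Ndufb9 (adjusted p = 0.644, 0.716, 0.717 and 0.519 from edgeR for Cebpb, Rab5if, Ndufb8 and Ndufb9, with Ndufb5 below these but not called either), and 33 of 36 complex I genes were positive (median 0.16, camera adjusted p = 2.43e-08, adjusted p = 0.361 with an estimated correlation), so a high level in the control group stays open as well. The control mouse of lowest depth was excluded as the source, since without it the median log2 fold change of the 5 genes was -0.38 against -0.37 with it. A difference between pools 1 to 3 and pools 4 and 5 cannot be told apart from scratching, because no scratched mouse of this time point was in pools 1 to 3: against the nTiO_2_ mice of pools 2 and 3 the median was -0.14, with 4 of 5 genes within 2 standard errors of 0 and Rab5if at -0.26 (standard error 0.074). In that comparison 0 genes were called by edgeR, 882 had an unadjusted p under 0.05, and DESeq2 was not run.

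Hair keratin genes lay lower in 24 h scratched than in control skin, with a score of 2.99 ± 1.70 (mean log2 CPM, SD, n = 8) against 5.27 ± 1.74, a difference of 2.28. This list was taken up because it was seen to be low, 1 of 34 lists, and 0 of its 16 genes were called by edgeR (camera adjusted p = 4.26e-10, adjusted p = 0.214 with an estimated correlation). On intact skin the score was 3.88 ± 2.09 with nTiO_2_, 3.08 ± 1.39 with nZnO and 3.17 ± 1.84 with nAg. The median log2 fold change of these genes was -2.09 after thinning to 867915 counts and -2.12 before. Thinning keeps the expected fold change of a normalised fit, so it cannot decide on depth. The median total count was 1267860 in the control and 1252610 in the scratched group. Whether scratching lowers these genes stays open, since the 24 intact nanomaterial mice exceeded the scratched mice by 0.38 (permutation p = 0.595, ignoring pool) but had been treated as well. A high control group stays open too, since against naive mice 16 of 16 of these genes rose in the 24 h control group (median 3.97, camera adjusted p = 9.96e-35, adjusted p = 0.0499 with an estimated correlation), in a comparison with 81 DEGs in all and 5 with pool as covariate. This uniform rise is weak support, because only 4 hair keratins passed the count filter in naive or 7 d control mice. Most of the 16 were thus tested only through their level in the 24 h control group. Hair cycle phase and the exact site of sampling stay open too, and neither was tested.

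The total UMI count of a mouse lay far from the others of its group for 24 h nAg replicate 5 (1336332), 24 h scratched replicate 1 (2023202), 7 d control replicate 3 (lowest, 201053), 7 d nAg replicate 4 (2826423), 7 d scratched replicate 8 (2264027), 7 d scratched nTiO_2_ replicate 7 (4028559) and 7 d scratched nZnO replicate 1 (2837756). RNA integrity numbers lay above the others of the group for 7 d control replicate 1 (9.7), 7 d scratched nTiO_2_ replicate 6 (9.3) and 7 d scratched nZnO replicate 2 (9.6). Single genes lay above the others of the group for Defb1 in 24 h control replicate 6 (121 CPM), Mpp1 in 24 h scratched replicate 4 (154 CPM), Ndufb8 and Ndufb9 in 7 d scratched replicate 2 (789 and 600.0 CPM) and Rab5if in 7 d scratched replicate 5 (303 CPM). In all, 54 groups of values were tested and 15 values found, where chance gives about 1 in 20 groups of normally distributed values. Most outlying totals were the highest of their group and RNA integrity numbers are rounded, so this rate may not hold here.

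The effect of scratching differed between 24 h and 7 d for 48 genes, the largest count of 100 splits, with the highest of the other splits giving 1. The effect of nZnO at 7 d differed between scratched and intact skin for 1 gene, Cebpb, by a log2 fold change of 1.65 (standard error 0.28, adjusted p = 0.00984 from edgeR), where 2 of 100 splits, the real one included, gave 1. The effect of nAg at 7 d differed for 14 genes, including Rab5if (0.46), Mpeg1 (0.76) and Krt75 (-3.01), where 2 of 100 splits, the real one included, were as large and the other gave 117, which points to a structure of the samples. The 7 d comparisons in these differences are confounded with sequencing pool.

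Against the naive mice, the 24 h scratched group without PBS had 341 DEGs (highest of the other splits 129), the 7 d control group 27 (highest 6) and the 7 d scratched group without PBS 141 (highest 16). Each was the largest count of 100 splits that ignore pool. With pool as covariate the counts of the first 2 were 374 and 138, each estimated from 1 pool with 4 mice of both groups. For the last group that fit rests on 1 naive mouse in pool 5, because no mouse of the group was in pools 1 and 2. Those pools hold 8 of the 9 naive mice, so the 141 genes cannot be told apart from pool. Of the genes the paper does not discuss, 11 of 17 interferon genes rose at 24 h in the scratched group. For the comparisons of the paper, the 403 genes of scratching at 24 h were the largest count of 100 splits (highest of the other splits 108). A split of pool 1 against pools 2 and 3 gave 0, but it holds scratched and control mice on both sides. It therefore cannot show a difference between pools 2 and 3. For the 5 genes of nZnO and the 10 of nAg at 7 d, 4 of 100 splits each, the real one included, were as large and gave up to 138 and 169, which points to a structure of the samples. With every mouse in 1 fit with group and pool both counts were 0. That fit joins the 2 sets of pools through 1 naive mouse, so this adds no support. For the 1 gene of nAg on scratched skin at 7 d chance cannot be excluded, since another split gave 3.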

How the results depend on the processing

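The settings with DESeq2 at its default alpha, with DESeq2 without the 7 d control mouse of lowest depth, with every mouse in 1 fit with group and pool, and within pool 1 were chosen after seeing the data. No paired analysis was possible because the groups and time points hold different animals. Of 255 counts under other settings, 177 stayed within 1.5 times the first value and 78 did not, and the cause was not tested. The 403 DEGs of scratching at 24 h were 326 to 546 under the planned settings with adjusted p, 273 within pool 1 and 1595 with unadjusted p, and leaving out each mouse gave 244 to 503. For scratching at 7 d, 0 DEGs by edgeR became 4 with no filter on low counts and 772 with unadjusted p (without single mice 0 to 2, without the mouse of lowest depth 0), while DESeq2 called 56, or 52 at its default alpha and 30 without that mouse. For nZnO at 7 d, 5 by edgeR became 14 with no filter, 19 with all groups of the time point in 1 fit, 0 with every mouse in 1 fit with group and pool and 731 with unadjusted p (without single mice 3 to 16, without the mouse of lowest depth 5), while DESeq2 called 18, or 14 at its default alpha and 13 without that mouse. For nAg at 7 d, 10 by edgeR became 139 with no filter, 6 with the filter in each of both groups, 5 with all groups in 1 fit, 5 with limma voom, 0 with every mouse in 1 fit with group and pool and 1022 with unadjusted p (without single mice 0 to 122, without the mouse of lowest depth 17), while DESeq2 called 83, or 78 at its default alpha and 88 without that mouse. With every mouse in 1 fit, the other called genes named for nZnO and nAg kept their sign, with log2 fold changes in size from 0.14 (Lrrc8a with nZnO, 1.09 before) to 9.85 (Krtap16-3 with nAg, 4.93 before), whereas Dcun1d5 changed its sign from -0.54 to 0.11 with nZnO and from -0.48 to 0.17 with nAg. Material and pool are separated in that fit only through 1 naive mouse in pool 5, so its values rest on that mouse. At 24 h, nZnO gave 62 with no filter, nAg 21 with DESeq2, 13 with no filter and 1 with the filter in each group, and on scratched skin nTiO_2_ gave 1 with no filter, nZnO 509 with pool as covariate and nAg 1 with DESeq2, each from 0. On scratched skin at 7 d, nTiO_2_ gave 4 with DESeq2, 1 with no filter and 1 with pool as covariate, nZnO 6 with DESeq2, 3 with no filter and 3 with all groups in 1 fit, each from 0, and nAg 4 with DESeq2 from 1. Against naive mice, the 81 DEGs of the 24 h control group became 141 with no filter, 21 with the filter in each group, 33 with all groups in 1 fit and 5 with pool as covariate, and the 27 of the 7 d control group 54 with no filter and 138 with pool. For the 7 d scratched group without PBS, the fit with pool rests on 1 naive mouse and its count is not given. Scratching with against without PBS at 7 d gave 2 with DESeq2 from 0, and the differences between effects gave 153 from 48, 3 from 1 and 58 from 14. Keratins among the 30 PLS-DA genes were 18 with log2 values and 1 with unit variance at 24 h, and 1 with log2 values, 0 with unit variance and 0 with CPM at 7 d (without single mice 6 to 8 and 5 to 7). Of 189 list results past the threshold over 20 comparisons, 6 passed with an estimated correlation, and fry gave 39 directional and 64 mixed, and 711 members were called over the list alone against 227. Among 122 fold changes of named genes, 1884 of 2105 values kept their direction and side of the threshold, 154 fell short of it, 63 passed it anew, 2 uncalled values changed sign and 2 called values changed sign. Pool as a covariate could not be fitted for scratching, nZnO and nAg at 7 d against the control group, nor for the differences between effects. At these depths a gene such as Il10, with at most 6 UMIs in a mouse, cannot be tested.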

Differences from the paper's values

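The paper, which used DESeq2, gives 5 DEGs for scratching at 7 d, where DESeq2 called 56 here and edgeR 0. The paper's group may be unlike the one used here, since about 7 control columns are drawn in Fig. 2C, read by eye, against 8 control mice here, and edgeR also gave 0 when any 1 of these control mice was left out. Of the alternatives set before the data were examined, the count with no filter on low counts (4) lay within 1.5 times of the paper's, while DESeq2 (56), unadjusted p (772), RLE size factors, the filter in each group, all groups in 1 fit, limma voom, no fold threshold and a linear fold (each 0) did not. The 4 genes with no filter, Fnip2, Gpat4, Igkc and Jchain, include 0 of the paper's 5 genes. DESeq2 and unadjusted p each called all 5 of the paper's genes, as did DESeq2 at its default alpha (52 genes) and without the 7 d control mouse of lowest depth (30 genes), both chosen after seeing the values and dropping 0 of the 5. The adjusted p from DESeq2 was 0.0121 for Cebpb, 0.0130 for Ndufb5, 0.0154 for Ndufb8, 0.0121 for Ndufb9 and 0.00329 for Rab5if.

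The paper gives 17 DEGs for nZnO at 7 d, where DESeq2, its tool, called 18 here and edgeR 5. For nAg at 7 d it gives 10, where DESeq2 called 83 and edgeR 10. Of the alternatives for nZnO set before the data were examined, DESeq2 (18), no filter (14) and all groups in 1 fit (19) lay within 1.5 times of the paper's count, while RLE size factors (5), the filter in each group (6), limma voom (4), no fold threshold (5), a linear fold (5) and unadjusted p (731) did not. DESeq2 at its default alpha (14) and without the 7 d control mouse of lowest depth (13), both chosen after seeing the values, also lay within it, and so did edgeR without 7 d nZnO replicate 7 (16). How many of the paper's own genes they drop is not known here, because its text does not name them.

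Other statements were set beside these results, and not all of them can be decided by the lists. The paper states that no genes changed with nanomaterials on scratched skin, where edgeR called 1 gene, Dbp with nAg at 7 d, and 0 in the other 5 comparisons. DESeq2, the paper's tool, called a few genes with nAg at 24 h and with each material at 7 d, as given above. The paper states that IL-10 signalling was downregulated at 24 h, where the 16 genes of that list had 2 risen and 0 fallen by edgeR. That list is not the one of the pathway tool and does not weigh the direction expected of each gene. The count therefore does not contradict the paper. Fig. 2B, read by eye, gives vitamin C transport as lowered at 24 h, which the paper's text does not state. There 2 of 7 genes of that list rose and 0 fell by edgeR, in a list that is not the one of the pathway tool. The paper states that vitamin C transport and CLEAR signalling were enriched with nZnO at 7 d, where 0 of 7 and 0 of 26 genes were called by edgeR among its 5 DEGs and also 0 and 0 by DESeq2 among its 18, in lists that are not those of the pathway tool.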

Other observations

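The tests of the scaling of the PLS-DA were chosen only after the result was seen. Scratching was also measured in mice with no PBS, and in that group at 24 h against naive mice Krt6b had a log2 fold change of 2.03, the monocyte gene Ly6c2 2.09, Defb1 0.84 and Krt77 -1.59 (adjusted p = 0.0108, 0.00593, 0.0130 and 0.0133 from edgeR, 8 and 9 mice). This comparison shares no mice with that of the scratched and control groups, and of 11438 genes tested in both, 387 and 333 were called, 93 as higher in both, 44 as lower in both and 2 in opposite directions, where chance gives 3.43 and 2.26. Of 12 neutrophil genes, 3 rose and 0 fell without PBS, and of 7 genes of the aryl hydrocarbon receptor response 3 rose (camera adjusted p = 0.0359, adjusted p = 0.254 with an estimated correlation). Naive mice also differed from the unscratched 24 h control group (81 DEGs), so a difference from them is not one of scratching alone. Cebpb had 0.60 after scratching without PBS and 0.59 in the 24 h control group against naive mice (adjusted p = 0.0146 and 0.0350 from edgeR). Both values use the same naive mice, so they are not repeats of each other. Between the scratched and control groups Cebpb had -0.02. Between scratched skin with and without PBS, edgeR called 0 genes at 24 h and at 7 d, with 520 and 611 at an unadjusted p under 0.05 and 0 and 2 by DESeq2.

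At 24 h, interferon-stimulated genes rose with scratching, with the antiviral gene Irf7 from 25.8 ± 11.2 to 62.7 ± 30.4 CPM (SD, n = 8) and a log2 fold change of 1.29 (adjusted p = 0.0177 from edgeR). Of 17 interferon genes, 16 were higher over the list alone (median 1.25, camera adjusted p = 6.56e-14, adjusted p = 0.108 with an estimated correlation). At 7 d the same list had a median of -0.92 with nTiO_2_, -0.65 with nZnO and -0.88 with nAg against the control group, with 0 called by edgeR in each (camera adjusted p = 5.25e-08, 1.03e-05 and 7.28e-07, adjusted p = 0.469, 0.636 and 0.275 with an estimated correlation). The 3 comparisons share 1 control group, in which the list lay above the naive mice, with 13 of 13 genes positive, a median of 0.72, 0 called by edgeR and 6 higher over the list alone (camera adjusted p = 2.82e-07, adjusted p = 0.361 with an estimated correlation). Its mice also differed among themselves, with Irf7 at 45.6 ± 40.6 and the interferon-induced protease gene Usp18 at 18.9 ± 15.3 CPM (SD, n = 8), so the lower medians are not shown to be effects of the materials. At 7 d nTiO_2_ on intact skin gave 0 DEGs by edgeR, with 989 genes at an unadjusted p under 0.05 and 0 by DESeq2.

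Other lists at 24 h after scratching were proliferation, with 1 of 22 genes risen (camera adjusted p = 5.55e-08, adjusted p = 0.182 with an estimated correlation), the circadian clock, with 1 of 13 risen (0.00578 and 0.188), and vitamin C transport, with 2 of 7 risen (0.00828 and 0.188). Of 15 actin capping genes, 3 fell, among them the severing protein Gsn at -0.56, and the list did not pass the test (camera adjusted p = 0.698). Of 16 fibroblast and matrix genes 1 rose, and of 8 endothelial, 3 erythroid, 37 complex I, 36 other respiratory, 14 metal response, 26 lysosomal and 11 immediate early genes 0 were called (camera adjusted p = 0.108, 0.310, 0.687, 0.121, 0.414, 0.534, 0.0644 and 0.687). Smad3, a transducer of TGF-beta signalling, had a log2 fold change of -0.38 and Cebpa, a transcription factor of keratinocyte differentiation, 0.08 (adjusted p = 0.374 and 0.728 from edgeR), and Tnf and Ifng, with at most 20 and 5 UMIs in a mouse, were not tested.

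Whether the keratins among the leading PLS-DA genes follow weights that follow the abundance of a gene stays open. With unit variance per gene their number was 1 at 24 h and 0 at 7 d, as such weights would give, but with log2 values, which also lower the weight of abundance, it was 18 at 24 h, and with CPM, which keeps it, it was 0 at 7 d.

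The clock list against naive mice had 6 of 13 genes fallen and 1 risen in the 24 h control group and in the 7 d control group, where Dbp had -3.04 (camera adjusted p = 1.09e-14 and 9.34e-17, adjusted p = 0.00382 and 4.51e-04 with an estimated correlation). Both control groups were set against the same naive mice, so their results are not repeats of each other. The glucocorticoid response list, which shares Per1 with the clock list, had 3 of 16 genes fallen and 0 risen in the 7 d control group, or 6 and 1 over the list alone (median -0.24, camera adjusted p = 5.24e-06, adjusted p = 0.0215 with an estimated correlation, fry adjusted p = 0.00201), and 2 fallen and 1 risen of 16 in the 24 h control group (camera adjusted p = 0.00341, adjusted p = 0.201 with an estimated correlation). Time of day and handling were not separated by these lists. The total count per mouse was 859464 to 1595381 (median 1080426) in naive mice, 906817 to 2259684 (median 1189690) in the 24 h group scratched without PBS and 613961 to 1461218 (median 1066230) in that at 7 d.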
